# Resident and recruited macrophages differentially contribute to cardiac healing after myocardial ischemia

**DOI:** 10.7554/eLife.89377

**Published:** 2024-05-22

**Authors:** Tobias Weinberger, Messerer Denise, Markus Joppich, Maximilian Fischer, Clarisabel Garcia Rodriguez, Konda Kumaraswami, Vanessa Wimmler, Sonja Ablinger, Saskia Räuber, Jiahui Fang, Lulu Liu, Wing Han Liu, Julia Winterhalter, Johannes Lichti, Lukas Thomas, Dena Esfandyari, Guelce Percin, Sandra Matin, Andrés Hidalgo, Claudia Waskow, Stefan Engelhardt, Andrei Todica, Ralf Zimmer, Clare Pridans, Elisa Gomez Perdiguero, Christian Schulz

**Keywords:** myocardial infarction, macrophage, inflammation, Mouse

## Abstract

Cardiac macrophages are heterogenous in phenotype and functions, which has been associated with differences in their ontogeny. Despite extensive research, our understanding of the precise role of different subsets of macrophages in ischemia/reperfusion (I/R) injury remains incomplete. We here investigated macrophage lineages and ablated tissue macrophages in homeostasis and after I/R injury in a CSF1R-dependent manner. Genomic deletion of a fms-intronic regulatory element (FIRE) in the *Csf1r* locus resulted in specific absence of resident homeostatic and antigen-presenting macrophages, without affecting the recruitment of monocyte-derived macrophages to the infarcted heart. Specific absence of homeostatic, monocyte-independent macrophages altered the immune cell crosstalk in response to injury and induced proinflammatory neutrophil polarization, resulting in impaired cardiac remodeling without influencing infarct size. In contrast, continuous CSF1R inhibition led to depletion of both resident and recruited macrophage populations. This augmented adverse remodeling after I/R and led to an increased infarct size and deterioration of cardiac function. In summary, resident macrophages orchestrate inflammatory responses improving cardiac remodeling, while recruited macrophages determine infarct size after I/R injury. These findings attribute distinct beneficial effects to different macrophage populations in the context of myocardial infarction.

## Introduction

Macrophages are important effectors of innate immunity. They are essential for host defense against infections but are also involved in different cardiovascular diseases. They represent the most abundant immune cell population in healthy cardiovascular tissues (Heidt et al., 2014; Weinberger et al., 2020), where they contribute to organ functions (Hulsmans et al., 2017) and maintenance of tissue homeostasis (Nicolás-Ávila et al., 2020). In cardiovascular diseases such as atherosclerosis and its main sequelae, ischemic stroke and acute myocardial infarction (AMI), macrophage functions are central to both disease development and healing. AMI has remained a leading cause of mortality and morbidity worldwide (Ahmad and Anderson, 2021; Lozano et al., 2012). Although acute survival in this condition has improved through the broad availability of percutaneous coronary intervention, adverse myocardial remodeling, and fibrosis frequently result in heart failure (Gerber et al., 2016). Pathophysiologically, the diminished blood supply to myocardial tissue during AMI leads to acute tissue necrosis, which induces a profound sterile inflammation and triggers complex cascade of immune processes and tissue remodeling (Hilgendorf et al., 2014; Honold and Nahrendorf, 2018; Nahrendorf et al., 2007). Consequently, uncontrolled immune reactions in the course of AMI are associated with impaired wound healing and adverse remodeling and can result in worsened cardiac outcome (Panizzi et al., 2010).

Macrophages play an essential role in cardiac injury, and thus represent a potential therapeutic target (Hilgendorf et al., 2014; Nahrendorf et al., 2007). However, they are an heterogenous population (Kubota et al., 2019; Weinberger and Schulz, 2015; Zaman and Epelman, 2022), and a large body of work has shown that they can have both pro- and anti-inflammatory functions. The differential roles of macrophage populations in AMI have remained incompletely understood. Cardiac macrophages can derive from embryonic and adult hematopoietic progenitors (Epelman et al., 2014). Fate-mapping analyses have identified yolk sac (YS) erythro-myeloid progenitors (EMPs) as a principal source of cardiac macrophages in adult life (Ginhoux et al., 2010). However, limited labeling in inducible cre reporter systems has not allowed for precisely differentiating and quantifying developmental origins of cardiac macrophages. Furthermore, targeting of these macrophages has been challenging (Frieler et al., 2015; Ruedl and Jung, 2018).

In this study, we investigated the cellular identity of cardiac macrophages in association with their developmental paths and their immune responses to ischemia/reperfusion (I/R) injury. By combining lineage tracing with single-cell RNA sequencing, we provide an in-depth analysis of the differential functions of resident and recruited cardiac macrophages. We then harnessed mice with genomic deletion of the fms-intronic regulatory element (FIRE) (Rojo et al., 2019), that allowed us to specifically address populations of resident macrophages in the infarcted heart and compared them to mice, in which both recruited and resident macrophages are depleted by pharmacological inhibtion of the CSF1R-signaling pathway. Using these approaches of selective macrophage depletion, we could attribute different beneficial functions to resident and also to recruited macrophages which impact differently on cardiac remodeling, infarct size, and cardiac outcome (Figure 1).

**Figure 1.**
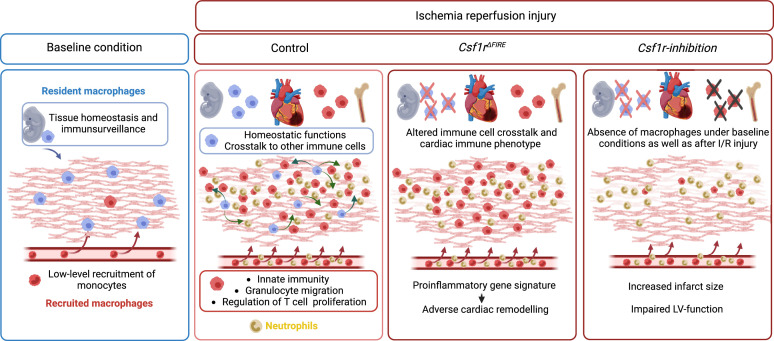
Graphical abstract.

## Results

### Absence of resident cardiac macrophages in *Csf1r*^*∆FIRE*^ mice

To quantify the contribution of YS EMPs to cardiac resident macrophages, we harnessed constitutive labeling in *Tnfsf11a^Cre^;Rosa26^fs-eYFP^* mice (Jacome-Galarza et al., 2019; Mass et al., 2016; Percin et al., 2018). ~80% of cardiac macrophages expressed YFP in hearts of 12-week-old animals, whereas blood monocytes were not labeled (Figure 2A; Figure 2—figure supplement 1). EMP-derived microglia served as control confirming high efficiency of Cre-mediated recombination. In a comparative analysis, we traced fetal and adult definitive hematopoiesis in *Flt3^Cre^Rosa26^fs-eYFP^* mice (Gomez Perdiguero et al., 2015; Schulz et al., 2012), indicating that ~20% of cardiac macrophages derived from definitive HSC (Figure 2B). Thus, the majority of resident macrophages in the healthy heart is of early embryonic origin.

**Figure 2.**
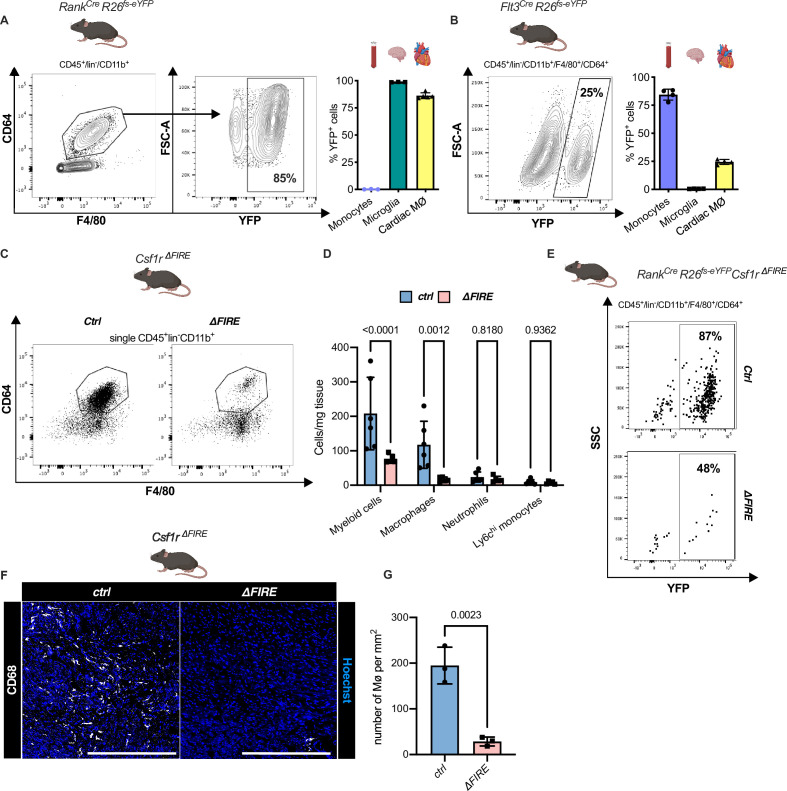
Absence of resident cardiac macrophages in *Csf1r^∆FIRE^* mice. (**A**) Flow cytometry analysis of 3-month-old *Tnfsf11a^Cre^Rosa26^fs-eYFP^* mice, showing single/CD45^+^/lin-(CD11c, Ter119, Tcrß, Nk1.1)/CD11b^+^ cardiac cells, eYFP expression in macrophages (CD64^+^/F4/80^+^) and percentage of eYFP^+^ blood monocytes, microglia and cardiac macrophages (*n* = 3–5 each from an independent experiment). (**B**) Flow cytometry analysis of 3-month-old *Flt3^Cre^Rosa26^fs-eYFP^* mice, showing macrophage expression of eYFP and percentage of eYFP^+^ blood monocytes, microglia, and cardiac macrophages (*n* = 4 each from an independent experiment). (**C**) Representative flow cytometry analysis of cardiac macrophages in *control* and *∆FIRE mice.* (**D**) Quantification of myeloid cells by flow cytometry (CD45^+^/lin^−^/CD11b^+^), macrophages (CD45^+^/lin^−^/CD11b^+^/CD64^+^/F4/80^+^), neutrophils (CD45^+^/lin^−^/CD11b^+^/CD64^−^/F4/80^−^/Ly6g^+^), and Ly6c^hi^ monocytes (CD45^+^/lin^−^/CD11b^+^/CD64^−^/F4/80^−^/Ly6g^−^/Ly6c^hi^) (*n* = 6 for control and *n* = 5 for *∆FIRE* mice, each single experiments). (**E**) Representative flow cytometry analysis of cardiac macrophages and their expression of eYFP in *Csf1r^ΔFIRE/+^Tnfsf11a^Cre^Rosa26^fs-eYFP^ and Csf1r^ΔFIRE/ΔFIRE^Tnfsf11a^Cre^Rosa26^fs-eYFP^*. (**F**) Representative immunohistological images showing macrophages (CD68^+^ cells in white and Hoechst in blue) in *control* and *∆FIRE* hearts in 3-month-old mice at baseline conditions (scale bars represent 500 µm). (**G**) Quantification of macrophages by histology (*n* = 3 for control and *∆FIRE* mice). Either Fisher's Least Significant Difference (LSD) test or unpaired *t*-test was performed and mean ± standard deviation (SD) is shown.

**Figure 2—figure supplement 1.**
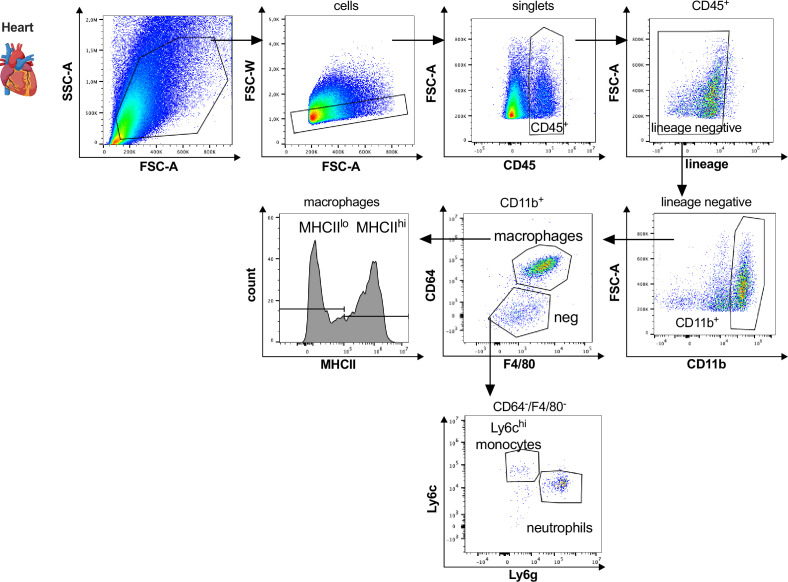
Gating strategy for cardiac myeloid immune cells. Cardiac myeloid immune cells are gated as single, CD45^+^, lin^−^ (CD11c, Ter119, Tcrß, Nk1.1), CD11b^+^ cells. Macrophages are further characterized as CD64^+^, F4/80^+^ cells with either high or low expression of MHCII, neutrophils as CD64^−^, F4/80^−^, Ly6g^+^, and Ly6c^hi^, monocytes as CD64^−^, F4/80^−^, Ly6g^−^, Ly6c^hi^.

**Figure 2—figure supplement 2.**
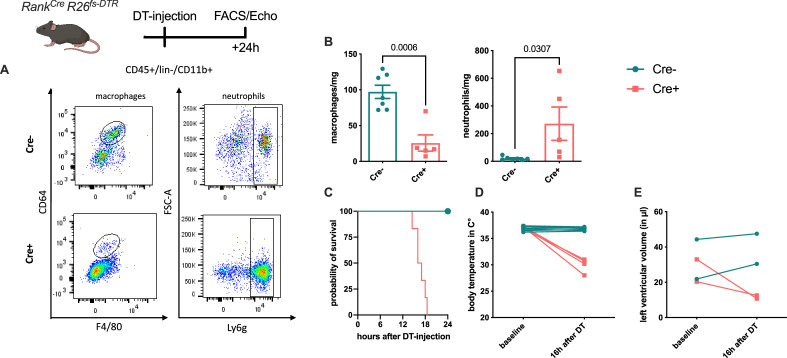
Diphtheria toxin (DT)-mediated depletion of erythro-myeloid progenitor (EMP)-derived macrophages in *Tnfsf11a^Cre^Rosa26^fs-DTR^* mice. EMP-derived macrophages were depleted using a single DT-injection and analyzed after reaching the termination criteria determined in the ethical regulations (e.g. activity, body score). (**A, B**) Macrophages and neutrophils were gated as single, CD45^+^, lin^−^, CD11b^+^, and CD64^+^/F4/80^+^ or Ly6g^+^ cells, respectively. (**C**) Survival curve of Cre^−^ (*n* = 4) and Cre^+^ (*n* = 6) mice after DT-injection. (**D**) Body temperature and (**E**) left ventricular diastolic volume at baseline and 16 hr after DT-injection in Cre^−^ and Cre^+^ mice.

To determine the role of resident macrophages in the mouse heart, we generated *Tnfsf11a^Cre^Rosa26^fs-DTR^* mice that express the avian diphtheria toxin (DT) receptor in the EMP lineage, rendering them susceptible to DT-mediated ablation. Administration of a single DT dose, however, resulted in premature death of all mice (*n* = 6) within 24 hr (Figure 2—figure supplement 2). The injected mice presented with a systemic inflammatory response syndrome-like phenotype, indicating that acute depletion of EMP-derived macrophages is not viable.

In *Csf1r^∆FIRE^* mice, genetic deletion of the FIRE in the first intron of the *Csf1r* gene leads to a selective absence of tissue macrophages without the developmental defects observed in *Csf1r^−/−^* mice (Munro et al., 2020; Rojo et al., 2019). We first confirmed that cardiac macrophages in *Csf1r^∆FIRE/∆FIRE^ mice* (further termed ∆FIRE) mice were reduced by ~90% and the number of monocytes and neutrophils was not altered (Figure 2C–G). We thus crossed the ∆FIRE animals with the YS EMP fate-mapping line (*Tnfsf11a^Cre^Rosa26^fs-eYFP^* mice) and showed that the macrophages absent in ∆FIRE animals were EMP-derived macrophages (Figure 2E), thus offering a new model to investigate the role of resident macrophages in cardiac injury.

### Changes in the cardiac immune phenotype in Csf1r^ΔFIRE^ mice in baseline conditions

To further characterize the macrophage populations absent in healthy hearts of adult ∆FIRE mice, we carried out single-cell RNA-sequencing (scRNA-seq) of CD45^+^ immune cells in wildtype, ∆FIRE, and *Tnfsf11a^Cre^Rosa26^fs-eYFP^* mice (Figure 3A, Figure 3—figure supplement 1). We identified the presence of six macrophage clusters in control mice (Figure 3B, Figure 3—figure supplement 1). Two clusters of macrophages expressing homeostatic (e.g. *Lyve1*, *Gas6*, *Stab1*) and antigen presentation-related genes (e.g. *Cd74*, *H2-Ab1*) were specifically ablated in ∆FIRE mice (Figure 3C), which largely represent YFP-expressing macrophages in *Tnfsf11a^Cre^Rosa26^fs-eYFP^* mice (Figure 3D). Specifically, we mapped ~90% of *yfp* transcripts to the two clusters of homeostatic and antigen-presenting macrophages that were ablated in ∆FIRE. Other clusters were not reduced in ∆FIRE, and also were not quantitatively represented in the YS macrophage lineage tracing model, that is Cx3cr1^hi^ (2% YFP), Ccr2^low^Ly6c^lo^ (5% YFP), and Ccr2^hi^Ly6c^hi^ (1% YFP) macrophages within respective clusters (Figure 3D). The specific impact of ∆FIRE on resident macrophages is further supported by the observation, that no changes in gene expression nor cell numbers were observed in *Ly6c^hi^* monocytes and inflammatory *Ccr2^hi^Ly6c^hi^* macrophages (Figure 3C, Figure 3—figure supplement 2). Together, ∆FIRE allows for investigating the role of resident cardiac macrophages that are largely of YS origin.

**Figure 3.**
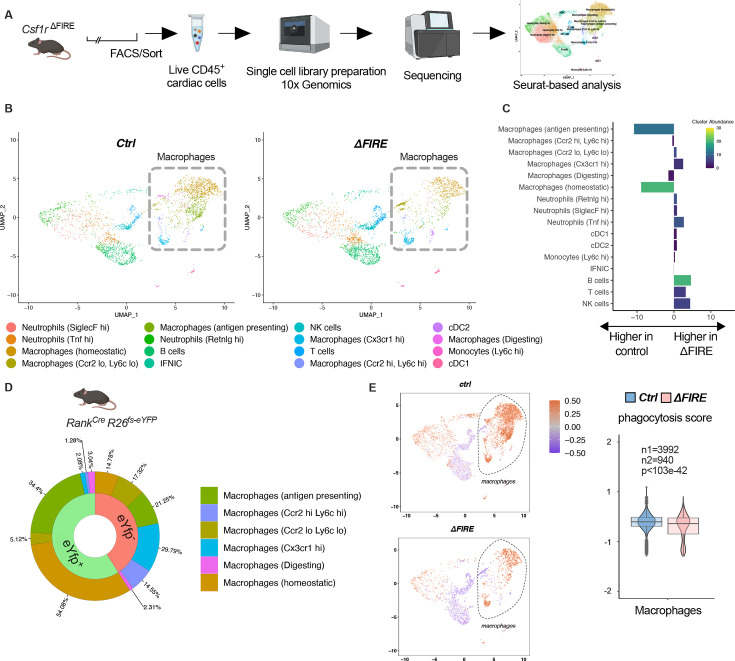
Changes in the cardiac immune phenotype in *Csf1r^ΔFIRE^* mice in baseline conditions. (**A**) Experimental setup to analyze cardiac immune cells using scRNA-seq of sorted CD45^+^/live cells. (**B**) UMAPs (Uniform Manifold Approximation and Projection) of control and ∆FIRE in baseline conditions (*n* = 3 for *control* and *∆FIRE*). (**C**) Absolute difference (percentage points) in cluster abundance between *control* and *∆FIRE*. (**D**) Contribution of erythro-myeloid progenitor (EMP)-derived (*eYfp* expressing) macrophages to the different macrophage clusters analyzed by scRNA-seq analysis of immune cells harvested from a *Tnfsf11a^Cre^Rosa26^fs-eYFP^* mouse. (**E**) Phagocytosis score projected on a UMAP displaying *control and ∆FIRE* immune cell subsets. Violin and box plots show the computed phagocytosis score combined in all macrophage clusters (*n*1/*n*2 represents number of cells from control/*∆FIRE* mice).

**Figure 3—figure supplement 1.**
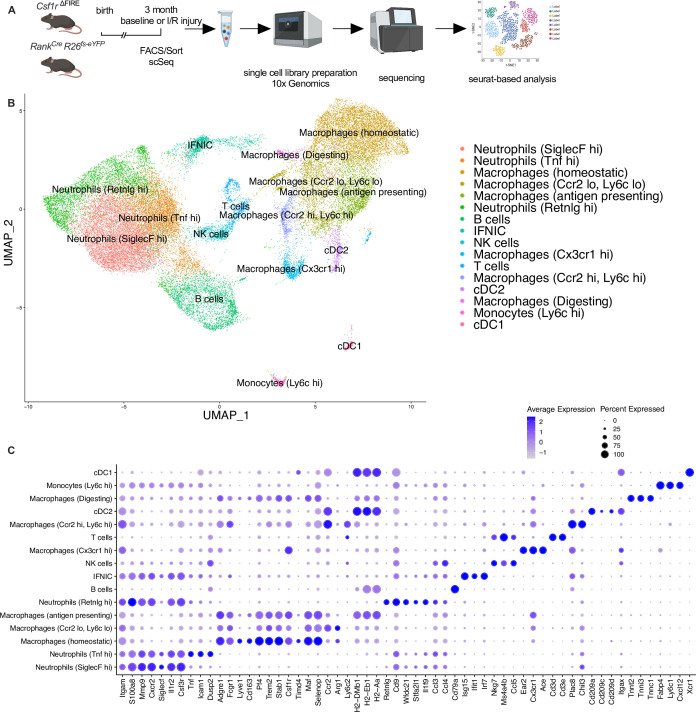
Clustering of cardiac immune cells in single-cell RNA analysis. (**A**) The whole cardiac immune cell population (single/live/CD45^+^ cells) of *Csf1r^ΔFIRE^* and *Tnfsf11a^Cre^Rosa26^fs-eYFP^* mice were sorted using fluorescence-activated cell sorting (FACS) and single-cell library preparation was performed on the 10× platform (*n* = 3 for *Csf1r^∆FIRE/+^* and *Csf1r^∆FIRE/∆FIRE^* in baseline conditions; *n* = 1 for *Tnfsf11a^Cre^Rosa26^fs-eYFP^* in baseline conditions; *n* = 3 for *Csf1r^∆FIRE/+^* and *Csf1r^∆FIRE/∆FIRE^* 2 days after ischemia/reperfusion (I/R) injury; in mice subjected to I/R injury macrophages were harvested from the ischemic tissue). (**B**) In total 35,759 cells (13,148 cells in baseline and 22,611 cells after I/R injury d2) were analyzed. Using Seurat-based clustering we identified 16 different immune clusters. Marker genes for each individual cluster are depicted in (**C**).

**Figure 3—figure supplement 2.**
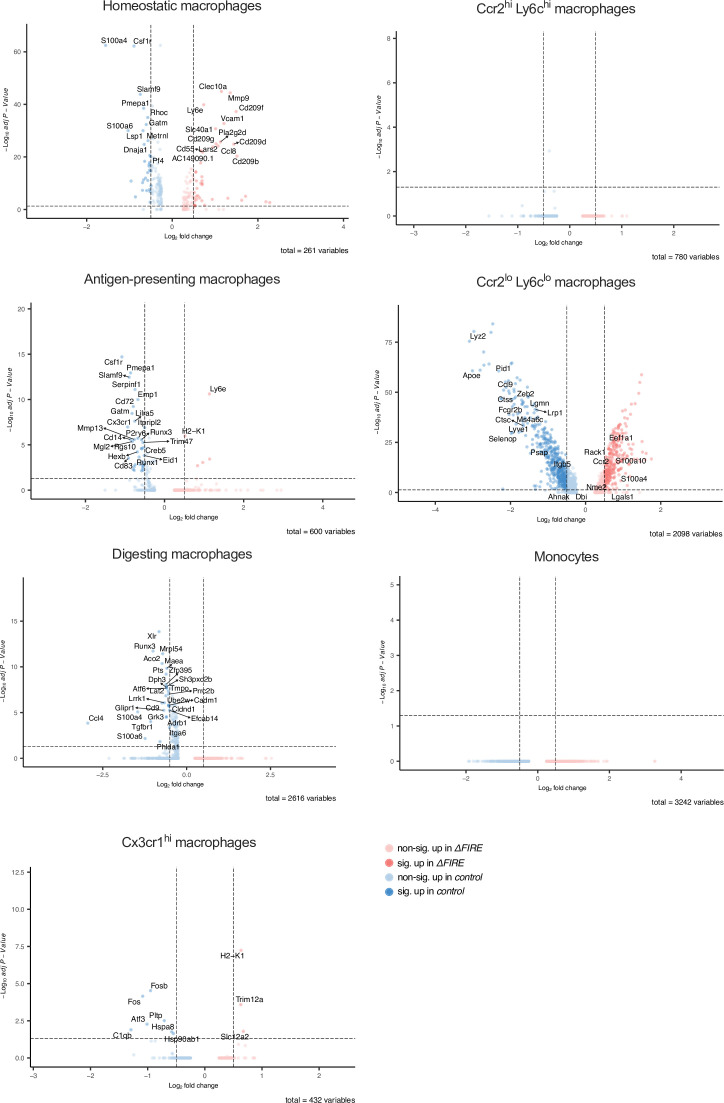
Differential gene expression in monocyte and macrophage clusters in baseline conditions in *control* and *ΔFIRE* mice.

**Figure 3—figure supplement 3.**
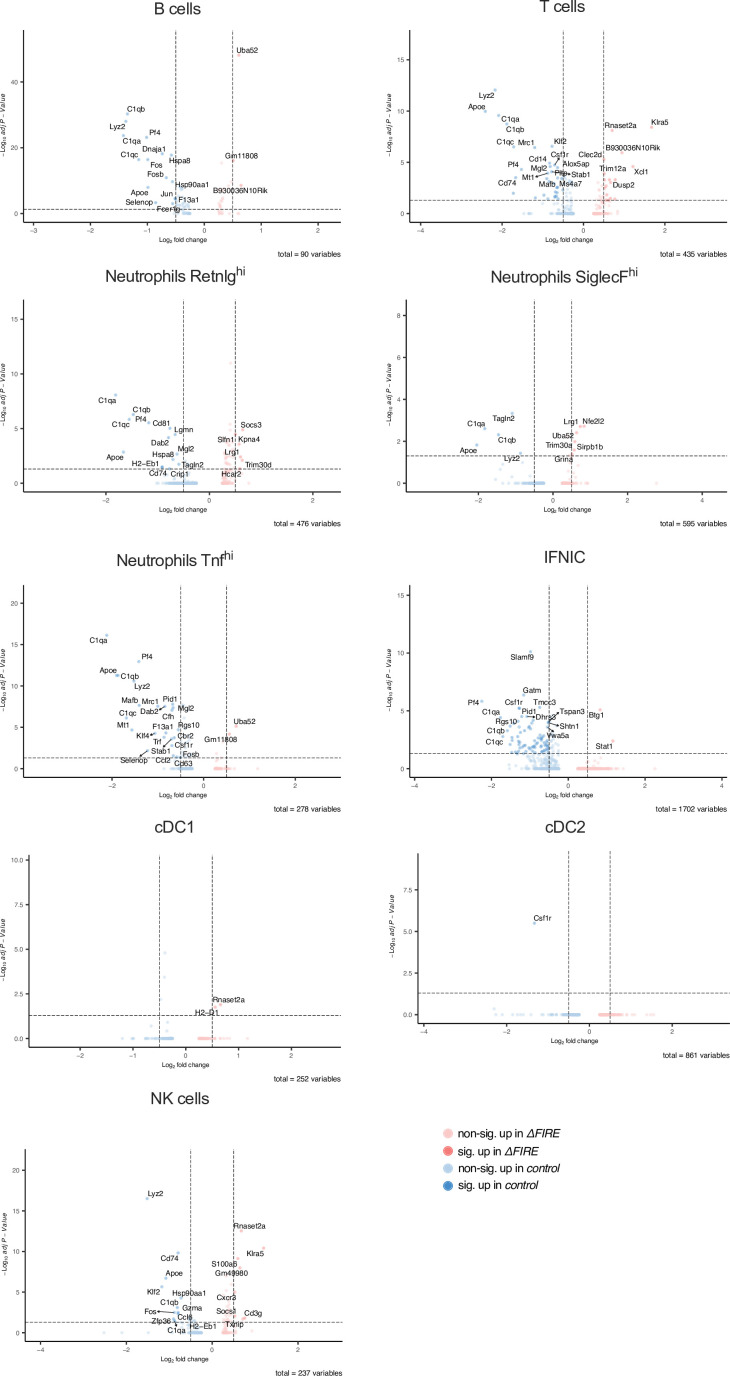
Differential gene expression in non-macrophage clusters in baseline conditions in *control* and *ΔFIRE* mice.

Absence of resident macrophages in ∆FIRE was associated with changes in gene expression in non-macrophage clusters such as *T- and B-cells* and *natural killer* (*NK*) cells (Figure 3—figure supplement 3). Furthermore, overall phagocytic capacity, as inferred by expression of phagocytosis-related genes (Amorim et al., 2022), was reduced (Figure 3E). This suggests that absence of resident macrophages is accompanied by distinct changes in immune functions in the homeostatic heart.

### Adverse cardiac remodeling in *Csf1r*^*∆FIRE*^ mice after I/R injury

To assess the impact of the absence of resident macrophages in cardiac injury, we subjected ∆FIRE mice to I/R injury and investigated remodeling and functional outcome by sequential positron emission tomography (PET) imaging after 6 and 30 days (Figure 4A). Function of the cardiac left ventricle (LV), as determined by ejection fraction (LVEF) and stroke volume (SV), improved in controls in the course of post-I/R remodeling (Figure 4B, C). In contrast, LVEF and SV remained unchanged or worsened in ∆FIRE mice, and longitudinal observations of mice indicated a negative net effect on ejection fraction from day 6 to 30 post I/R. Thus, absence of resident macrophages negatively influenced cardiac remodeling in the course of infarct healing (Figure 4D–G). Infarct size as determined by viability defect (PET) and fibrotic area (histology) was not different after 30 days (Figure 4E–H).

**Figure 4.**
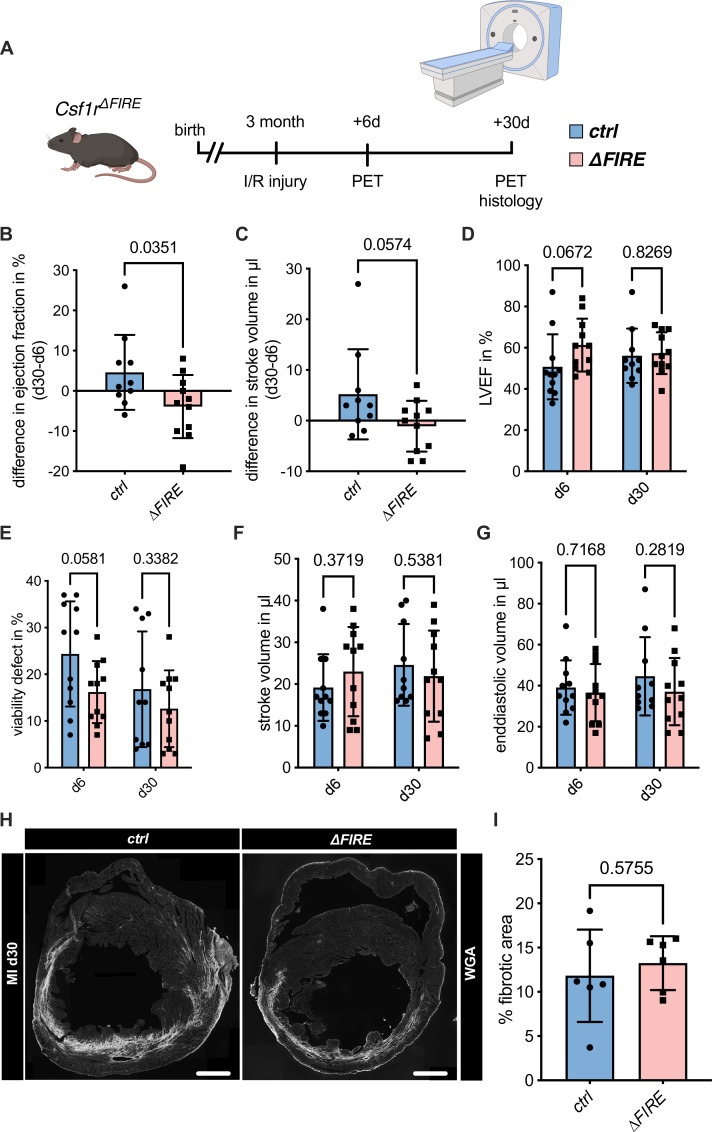
Adverse cardiac remodeling in *Csf1r^∆FIRE^* mice after ischemia/reperfusion (I/R) injury. (**A**) Schematic of the sequential analysis of cardiac function, dimensions, and viability using positron emission tomography 6 and 30 days after I/R injury in *control* and *∆FIRE* with (**B, C**) showing the intraindividual changes in each parameter from d6 to d30 and (**D–G**) the individual time points on d6 and d30 (d6: *n* = 11 for *control and ∆FIRE*, d30: *n* = 10 for *control* and *n* = 11 *for ∆FIRE*). (**B, D**) left ventricular ejection fraction (LVEF), (**C, E**) percentage of the viability defect, (**F**) stroke volume, and (**G**) left ventricular end-diastolic volume. (**H**) Representative immunohistological images showing the fibrotic area (WGA^+^ area) in hearts from *control and ΔFIRE* mice 30 days after I/R injury. Right panel shows the percentage of fibrotic area in the respective groups (*n* = 6 for each group). Student’s *t*-test was performed and mean ± standard deviation (SD) is shown.

### Recruitment of BM-derived macrophages into infarct zone of *Csf1r*^*∆FIRE*^ mice

To gain a deeper understanding of the inflammatory processes taking place in the infarcted heart, we quantified macrophage distribution by immunofluorescence and flow cytometry analysis of ischemic and remote areas after I/R. In ∆FIRE mice, macrophages were largely absent in the remote zone of infarcted hearts (Figure 5A), indicating sustained depletion of resident macrophages. However, macrophages strongly increased in the infarct area and their numbers were not different in both infarct and border zones between ∆FIRE and control mice (Figure 5A). This indicated recruitment and differentiation of ∆FIRE-independent macrophages from the circulation into these regions. Indeed, complementing lineage tracing of bone marrow (BM) hematopoietic stem cells (HSC) in *Flt3^Cre^* mice (Figure 5B) and YS EMP in *Tnfsf11a^Cre^* mice (Figure 5C) proved the recruitment of macrophages from BM HSC (Flt3 GFP+ and Tnfsf11a RFP−, respectively) in the early phase of I/R injury. 30 days after I/R, BM-derived macrophages remained overrepresented in the infarct zone (~75% HSC contribution), and differential contribution of BM HSC declined from the border zone (~50%) to the remote zone (~35%) (Figure 5D). Taken together, recruited BM-derived macrophages represent the main population in the infarct area and their recruitment was unaltered in ∆FIRE mice. This supports the notion that resident macrophages influence cardiac remodeling but recruited macrophages drive infarct size after I/R.

**Figure 5.**
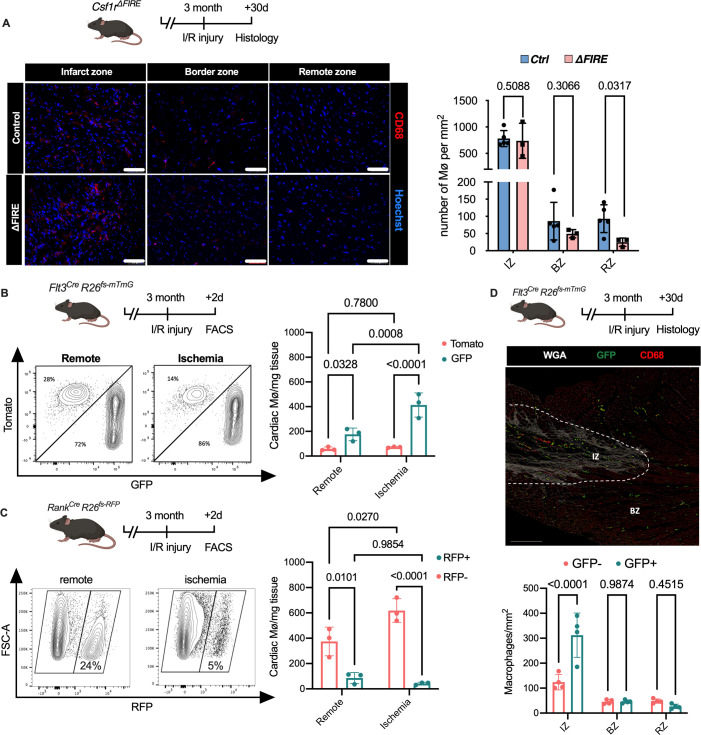
Recruitment of BM-derived macrophages into infarct zone of *Csf1r^∆FIRE^* mice. (**A**) Representative immunohistology of hearts from *∆FIRE* mice 30 days after ischemia/reperfusion (I/R) injury showing macrophages (CD68^+^ cells in red and Hoechst in blue) in the infarct, border and remote zone. Right panel shows number of cardiac macrophages in the respective area (*n* = 5 *control* and *n* = 3 for *∆FIRE*). (**B**) Flow cytometry analysis of *Flt3^Cre^Rosa26^fs-mT/mG^* mice 2 days after I/R injury, (left) representative flow cytometry showing expression of tomato and GFP in macrophages in the remote and ischemic myocardium and (right) number of tomato^+^ and GFP^+^ cardiac macrophages in the respective area (*n* = 3, each individual experiment). (**C**) Flow cytometry analysis of *Tnfsf11a^Cre^Rosa26^RFP^* mice 2 days after I/R injury, (left) representative flow cytometry showing expression of RFP in macrophages in the remote and ischemic myocardium and (right) number of RFP^−^ and RFP^+^ cardiac macrophages in the respective area (*n* = 3, each individual experiment). (**D**) Histological analysis of *Flt3^Cre^Rosa26^fs-mT/mG^* mice 30 days after I/R injury in the infarct, border, and remote zones, (left) representative immunohistology of the infarct and border zones and (right) number of GFP^−^ and GFP^+^ cardiac macrophages in the respective areas (*n* = 4). Fisher’s Fisher's Least Significant Difference (LSD) test was performed for all experiments and mean ± standard deviation (SD) is shown.

### Transcriptional landscape of resident versus recruited macrophages in I/R injury

To address the differential responses of resident and recruited macrophages to I/R injury, we generated BM chimeric mice. We applied an irradiation-independent model using conditional deletion of c-myb to deplete BM hematopoietic cells in CD45.2 mice and replace them with CD45.1 donor HSC (hematopoietic stem cells). 

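RNA of 12 libraries was analysed from the raw counts that the authors deposited, 3 libraries for each of 4 groups. The groups were recruited (CD45.1) and resident (CD45.2) macrophages, each from the remote and the infarct zone. All 12 libraries expressed the genes of the sorted markers. Adgre1, which encodes F4/80, lay between 589.5 and 1713 CPM (counts scaled to a common library size), and Ptprc, which encodes CD45, between 350.6 and 566.5 CPM. Itgam, which encodes CD11b, lay between 591.7 and 2144 CPM, and Fcgr1, which encodes CD64, between 119.5 and 457 CPM.

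The libraries were made by SMART-Seq, a full-length method that keeps neither the strand of a transcript nor a tag for single molecules. According to the submitters' processing notes, reads were aligned to GRCm38.p6 with HISAT2 2.2.1 and counted with Subread 2.0.1. A read pair was counted for every gene it overlapped, so genes that share exons share counts. Totals per library were 47596586 to 63435529 counts in CD45.1 remote, 42996887 to 55329986 in CD45.1 infarct, 46855805 to 55418128 in CD45.2 remote and 33253340 to 53487236 in CD45.2 infarct macrophages.

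After a filter on low counts, 18773 genes were tested with edgeR's quasi-likelihood test on libraries scaled by TMM. P values were adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 passed. Log2 fold changes given without a p passed too. Log2 fold changes are CD45.2 over CD45.1, or infarct over remote zone. Each SE is approximate, as the absolute log2 fold change divided by the square root of the test's F statistic. Gene lists were tested with camera, which compares the members of a list with all other genes. The lists were chosen by hand and are not the paper's gene ontology terms, so they do not repeat its enrichment. No animal numbers accompany the libraries, so cells of the same mouse could not be paired by label. The main fit treats the libraries as independent.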

Two days after I/R injury, we FACS-sorted recruited (CD45.1^+^) and resident (CD45.2^+^) macrophages and carried out bulk RNA sequencing (Figure 6A). The two macrophage populations exhibited profound transcriptional differences after I/R injury. 

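Vsig4, a complement receptor of tissue macrophages, and Epor, the erythropoietin receptor gene, were higher in resident macrophages. Vsig4 in the remote zone was at 197 ± 146 CPM in CD45.2 and 1.03 ± 1.09 CPM in CD45.1 macrophages (SD, n = 3 each). Epor was at 43.0 ± 5.98 and 0.361 ± 0.0979 CPM (SD, n = 3 each). Arg1, whose enzyme splits arginine into ornithine and urea, was higher in recruited macrophages, at 1973 ± 848 against 73.2 ± 50.96 CPM (SD, n = 3 each). Gpnmb, which encodes a glycoprotein of lysosomes, was at 647 ± 386 against 24.8 ± 11.6 CPM (SD, n = 3 each).

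For the remote zone, 3039 genes were higher in CD45.2 and 2973 in CD45.1 macrophages by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the infarct zone 2247 genes were higher in CD45.2 and 1419 in CD45.1 macrophages, and 3571 and 3104 by limma-voom. The infarct total of 3666 fell to 2338 without library S109, 2335 without S111, 2390 without S113 and 2173 without S115. Of the 2247 genes, 1973 were also higher in CD45.2 in the remote zone, where 364 would be shared if calls were independent. Of the 1419 genes, 1312 were also higher in CD45.1 in the remote zone, against 225. No gene was called in opposite directions in the 2 zones, where independent calls would give 356 and 230. The 3 libraries of each population lay apart without overlap for 42.1% of genes in the remote and 41.3% in the infarct zone, where chance gives 10%.

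Epor (ENSMUSG00000006235, chromosome 9 of GRCm38, 21958897 to 21963506) had a log2 fold change of 6.88 (SE 0.322, adjusted p = 4.84e-07) in the remote zone and 7.33 (SE 0.351, adjusted p = 7e-07) in the infarct zone, from edgeR's quasi-likelihood test. For Vsig4 (ENSMUSG00000044206, chromosome X of GRCm38, 96247203 to 96293438) the log2 fold changes were 7.59 (SE 0.797, adjusted p = 3.73e-05) and 10.34 (SE 1.05, adjusted p = 5.34e-05). Arg1 (ENSMUSG00000019987, chromosome 10 of GRCm38, 24915221 to 24927484) had -4.75 (SE 0.813, adjusted p = 0.00113) and -2.64 (SE 0.738, adjusted p = 0.0273). Pla2g2d, which encodes a secreted phospholipase, stood at 9.92 in the remote zone, and in the infarct zone it was 1030-fold higher in CD45.2, with a 95% counting interval of 351 to 4980. Such intervals cover counting error only. Other large differences toward CD45.2 in the remote zone were P3h2 at 8.02, Pcdhac2 at 8.40, Sgce at 6.90, Tmem246 at 6.78 and Lilra5 at 6.31. In the infarct zone Cmah, which encodes an enzyme of sialic acid synthesis, stood at 6.97 and the B-cell chemokine gene Cxcl13 at 8.10. Toward CD45.1 in the remote zone stood F7, the gene of coagulation factor VII, at -4.996, Cd177 at -4.79, Dmkn at -4.73 and the mannose 6-phosphate receptor gene Igf2r at -4.68. Toward CD45.1 in the infarct zone stood Dynlt1b at -4.40, Gdf3 at -3.47, Chst1 at -2.74, Gpc1 at -2.57 and Plcb1 at -2.48. Dynlt1b has close paralogs that can share reads, and P3h2, Pcdhac2, Gpc1 and Plcb1 share exons with other genes, which leaves their counts uncertain. Donor and host genotype differ along with the population, which was not tested for Dynlt1b.

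The first principal component held 54.3% of the variance and parted the populations, and the second held 15.0%. Libraries S104, S105, S106 and S107, 1 of each group, stood apart from the other 8 on the second component. With the mean log2 CPM of heart muscle genes as a covariate, 913 genes passed in the remote and 395 in the infarct zone, of which 872 and 366 had passed without it, but that mean was -0.675 to -0.236 in CD45.1 and 0.602 to 1.706 in CD45.2 libraries, so the covariate removes much of the contrast itself. The infarct call of Arg1 was lost without library S105, S111 or S115, and that of Cxcl13 with limma-voom.

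**Figure D1:**
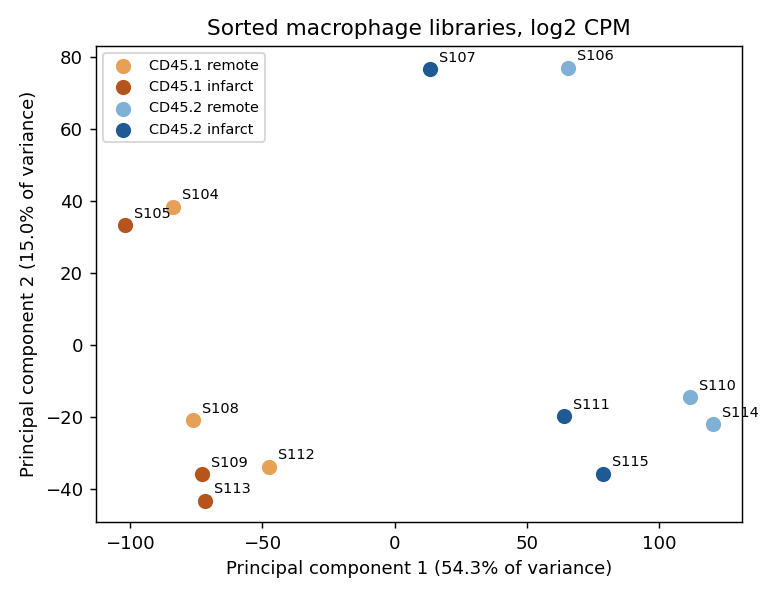
Principal components of the 12 libraries on log2 CPM, with each point a library, coloured by population and zone. The first component, with 54.3% of the variance, parts CD45.1 from CD45.2 libraries, and libraries S104 to S107 lie apart on the second, with 15.0%.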

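Timd4, a phosphatidylserine receptor for the uptake of dead cells, was at 161 ± 21.2 CPM in CD45.2 and 0.0861 ± 0.0784 CPM in CD45.1 macrophages of the remote zone (SD, n = 3 each). Lyve1, a hyaluronan receptor, was at 1616 ± 198 and 34.4 ± 10.2 CPM in the remote and at 742 ± 219 and 8.39 ± 3.71 CPM in the infarct zone (SD, n = 3 each). Cd163, the scavenger receptor for haptoglobin bound to hemoglobin, was at 1424 ± 131 and 147 ± 46.0 CPM in the remote and 687 ± 147 and 42.9 ± 18.1 CPM in the infarct zone (SD, n = 3 each). Retnla, which encodes a secreted resistin-like protein, was at 100.5 ± 69.0 and 1.18 ± 0.661 CPM in the remote zone (SD, n = 3 each).

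Timd4 (ENSMUSG00000055546, chromosome 11 of GRCm38, 46810800 to 46844332) had a log2 fold change of 10.90 (SE 0.558, adjusted p = 4.84e-07) in the remote zone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the infarct zone Timd4 had 9366 counts over the CD45.2 and 3 counts over the CD45.1 libraries, a ratio of 3110 with a 95% counting interval of 1060 to 15100. For Lyve1 (ENSMUSG00000030787, chromosome 7 of GRCm38, 110850607 to 110863239) the log2 fold changes were 5.55 (SE 0.368, adjusted p = 1.69e-06) in the remote and 6.47 (SE 0.386, adjusted p = 1.57e-06) in the infarct zone. Cd163 (ENSMUSG00000008845, chromosome 6 of GRCm38, 124304656 to 124330527) had 3.28 (SE 0.314, adjusted p = 1.86e-05) and 4.00 (SE 0.325, adjusted p = 1.25e-05). Retnla (ENSMUSG00000061100, chromosome 16 of GRCm38, 48842551 to 48844461) had 6.42 (SE 0.982, adjusted p = 0.000542) and 6.86 (SE 1.06, adjusted p = 0.00102), and both calls were lost with heart muscle level as a covariate.

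Of 26 homeostatic genes tested, 23 were higher in CD45.2 macrophages in the remote and 23 in the infarct zone, and 0 were lower. Adjusted over the list alone, 25 and 24 were higher. Fxyd2, which encodes a subunit of the sodium pump, was among them at 4.82 and 5.67. Cd209b, a C-type lectin gene, had 0 counts in CD45.1 libraries. Over a floor of 3 counts for the group, it was 91.6-fold higher in CD45.2 in the remote and 21.2-fold in the infarct zone. The 95% counting intervals of these ratios began at 74 and 16.8. The median log2 fold change of the list was 3.39 in the remote and 3.90 in the infarct zone. Camera gave adjusted p = 8.74e-15 and 1.63e-18, and the calls held with an estimated correlation (adjusted p = 0.0461 and 0.0227). The list holds genes that the paper names on these samples or labels in Fig. 6B and C, so its direction is not independent evidence. They are Timd4, Lyve1, Cd163, Retnla, Stab1, Gas6, Cd209b, Cd209f, Cd209g and Mgl2.

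**Figure D2:**
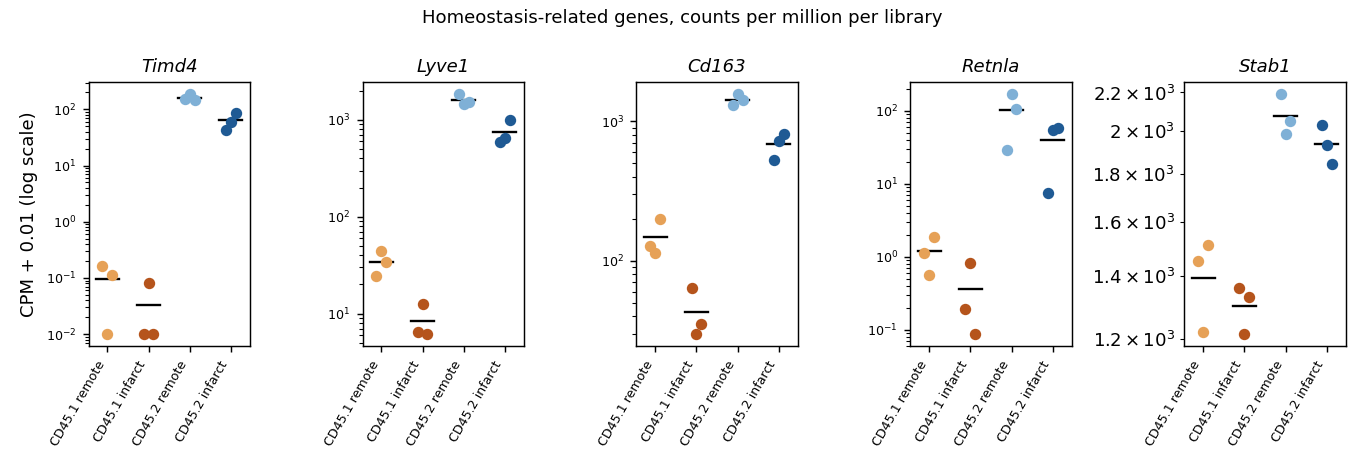
CPM (log scale) of Timd4, Lyve1, Cd163, Retnla and Stab1 in the 4 groups, with each point a library and each line the mean of 3. Lyve1 has a mean of 1616 CPM in CD45.2 and 34.4 CPM in CD45.1 macrophages of the remote zone.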

Expression of homeostasis-related genes like *Timd4*, *Lyve1*, *Cd163*, and *Retnla* was increased in resident CD45.2^+^ macrophages (Figure 6B, C). Substantiating the differential regulation of macrophage programs, CD45.1^+^ macrophages increased inflammatory- and host defense-related gene ontology (GO) terms (e.g. myeloid leukocyte-related immunity, killing of cells), whereas CD45.2^+^ macrophages upregulated development- and homeostasis-related GO terms (e.g. extracellular matrix organization, vasculature development, heart muscle development) (Figure 6D). 

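Cxcl3, a neutrophil-attracting chemokine gene, and Ptgs2, which encodes the enzyme COX-2, were higher in recruited macrophages, while Tnf was higher in resident macrophages. Cxcl3 in the remote zone was at 246 ± 129 CPM in CD45.1 and 7.51 ± 3.09 CPM in CD45.2 macrophages (SD, n = 3 each), and Tnf at 20.2 ± 5.42 and 64.6 ± 9.36 CPM. Col14a1, a collagen gene, was higher in resident macrophages, at 134 ± 1.83 against 12.4 ± 5.18 CPM, and Mmp19, a matrix protease gene, was higher in recruited macrophages at 104.4 ± 28.5 against 16.8 ± 3.53 CPM. Many but not all listed genes of heart muscle cells were higher in CD45.2 libraries, with the muscle oxygen carrier gene Mb at 11.6 ± 4.13 against 2.09 ± 0.412 CPM.

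Of 27 inflammatory cytokine and chemokine genes, 3 were higher in CD45.2, 10 higher in CD45.1 and 14 did not pass edgeR's test in the remote zone. In the infarct zone 1 was higher in CD45.2, 6 higher in CD45.1 and 20 did not pass. When adjusted over the list alone, 3 and 10 genes were higher and lower in CD45.2 in the remote zone and 2 and 7 in the infarct zone. By camera, the list had adjusted p = 0.0338 toward CD45.1 in the remote zone, but adjusted p = 0.7 with an estimated correlation, and adjusted p = 0.192 in the infarct zone. Log2 fold changes from edgeR's quasi-likelihood test were -5.04 (SE 0.668, adjusted p = 0.000205) and -2.06 (SE 0.582, adjusted p = 0.0288) for Cxcl3, and 1.68 (SE 0.182, adjusted p = 4.67e-05) and 1.20 (SE 0.18, adjusted p = 0.000813) for Tnf. Ptgs2 stood at -2.75 and -1.38. The infarct calls of Cxcl3 and Ptgs2 were lost without library S105, S111 or S115.

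Of 42 genes of extracellular matrix organization, 8 were higher in CD45.2, 7 higher in CD45.1 and 27 did not pass in the remote zone, and 5 were higher in CD45.2, 7 higher in CD45.1 and 30 did not pass in the infarct zone. The same counts were found adjusted over the list alone. The camera test gave adjusted p = 0.184 and 0.344. These members were chosen by hand and are not the paper's gene ontology term, whose enrichment was not tested again. Col14a1 had log2 fold changes of 3.44 (SE 0.25, adjusted p = 2.94e-06) and 3.51 (SE 0.251, adjusted p = 5.38e-06). The metalloprotease inhibitor gene Timp2 stood at 2.32 and 2.37, and the matrix adaptor gene Tgfbi at -1.66 and -1.39. Of 36 genes of vasculature development, 11 were higher in CD45.2, 9 higher in CD45.1 and 16 did not pass in the remote zone, and 8 were higher in CD45.2, 5 higher in CD45.1 and 23 did not pass in the infarct zone. With p adjusted over the list alone, 11 and 9 were higher and lower in the remote and 9 and 6 in the infarct zone. Tested with camera, the list had adjusted p = 0.575 and 0.355. Sema6d, a guidance factor gene, stood at 5.58 and 4.89. Thbs1, which encodes an inhibitor of vessel growth and shares exons with another gene, stood at -4.46 and -2.36.

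Of 33 genes of heart muscle cells, 20 were higher in CD45.2, 1 higher in CD45.1 and 12 did not pass in the remote zone, and 15 were higher in CD45.2, 0 higher in CD45.1 and 18 did not pass in the infarct zone. By p adjusted over the list alone, 26 and 1 were higher and lower in the remote and 19 and 0 in the infarct zone. The gene higher in CD45.1 was Xirp2, which encodes an actin-binding protein of muscle, at -2.05 in the remote zone. Tnnt2, the cardiac troponin T gene, stood at 1.68 and 1.90. For this list camera gave adjusted p = 5.06e-06 and 1.11e-07, but adjusted p = 0.5 and 0.446 with an estimated correlation. Mb and Xirp2 share exons with other genes, as does Mmp19.

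Markers of other heart cell types were compared too. Summed fibroblast markers were at 481.6 ± 235 CPM in CD45.2 and 115.1 ± 62.6 CPM in CD45.1 macrophages of the remote zone (SD, n = 3 each, p = 0.1, the smallest a 2-sided exact permutation test of 3 against 3 allows), and at 612.3 ± 692 and 144.7 ± 90.1 CPM in the infarct zone (exact permutation p = 0.3). Within each group the library from S104 to S107 had the lowest fibroblast sum, with a mean of 92.4 CPM against 461.5 in the other 8. Of 19 fibroblast genes 2 were higher in CD45.2 in each zone and 0 lower, and camera gave adjusted p = 0.0114 in the remote zone, but adjusted p = 0.824 with an estimated correlation. Among them was Pcolce, which encodes an enhancer of collagen processing, at 2.93. Endothelial markers summed to 225.1 ± 125 and 122.0 ± 37.4 CPM in the remote zone (SD, n = 3 each, exact permutation p = 0.3), and to 281.9 ± 179 and 165.5 ± 43.6 CPM in the infarct zone (exact permutation p = 0.4). Of 22 endothelial genes 2 were higher and 1 lower in CD45.2 in the remote zone. Smooth muscle markers summed to 48.26 ± 6.48 and 21.55 ± 1.63 CPM in the remote and 65.22 ± 24.7 and 22.03 ± 6.61 CPM in the infarct zone (SD, n = 3 each, exact permutation p = 0.1 in each zone). Of 13 smooth muscle genes 1 was higher in the remote and 2 in the infarct zone, among them Mylk, the myosin light chain kinase gene, at 5.70. None of 7 red cell genes passed edgeR's test in either zone.

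**Figure D3:**
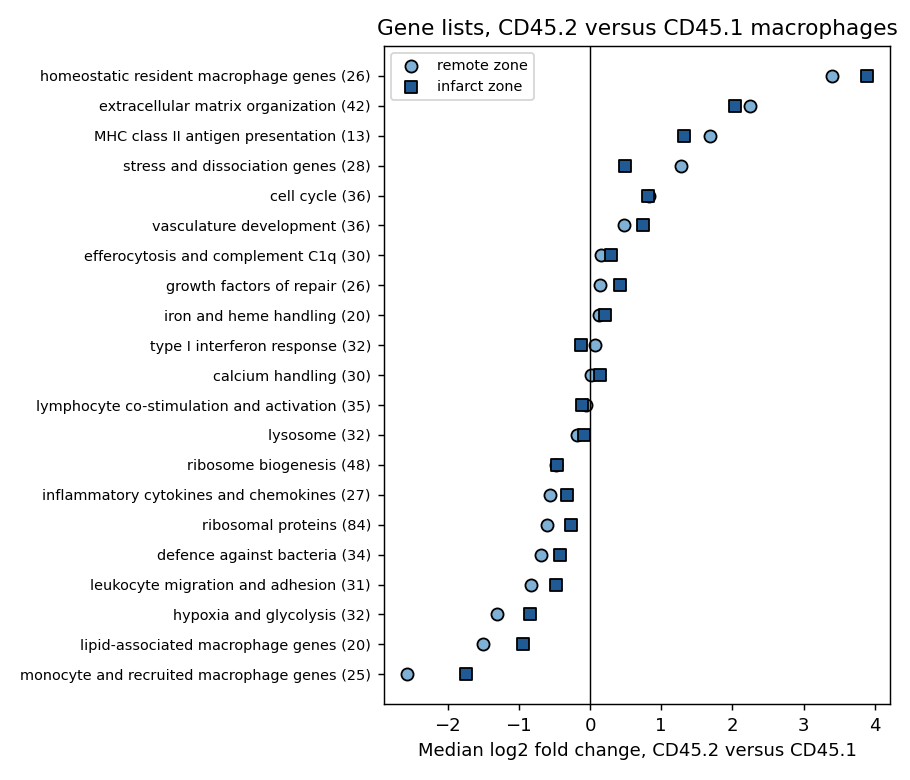
Median log2 fold change of CD45.2 over CD45.1 macrophages for 21 gene lists, with circles for the remote and squares for the infarct zone and the number of genes in brackets. The homeostatic list has medians of 3.39 and 3.90.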

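Clec4e, a receptor for fungal and bacterial glycolipids, and Ccr1, a chemokine receptor gene of monocytes, were higher in recruited macrophages. Clec4e in the remote zone was at 214 ± 60.3 CPM in CD45.1 and 19.0 ± 0.999 CPM in CD45.2 macrophages (SD, n = 3 each), and Ccr1 at 594 ± 148 and 155 ± 28.3 CPM. Vcam1, a ligand for leukocyte integrins, was higher in resident macrophages, at 137 ± 34.7 against 7.38 ± 4.87 CPM. The antigen-presenting gene H2-Eb1 was also higher in resident macrophages, at 1852 ± 1142 against 94.8 ± 40.0 CPM.

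Of 34 genes of defence against bacteria, 1 was higher in CD45.2, 19 higher in CD45.1 and 14 did not pass edgeR's test in the remote zone, and 0 were higher in CD45.2, 12 higher in CD45.1 and 22 did not pass it in the infarct zone. Adjusted over the list alone, 20 were higher in CD45.1 in the remote and 16 in the infarct zone. The list's camera test gave adjusted p = 2.86e-07 and 2.08e-06, but adjusted p = 0.117 and 0.186 with an estimated correlation. Clec4e (ENSMUSG00000030142, chromosome 6 of GRCm38, 123281789 to 123289870) had log2 fold changes of -3.49 (SE 0.187, adjusted p = 4.84e-07) and -1.68 (SE 0.173, adjusted p = 6.31e-05). Hp, which encodes the hemoglobin-binding protein haptoglobin, stood at -4.32 and -2.19. The adaptor gene Myd88 stood at -1.005 and -0.82, and the protease inhibitor gene Slpi at -3.95 and -2.16.

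Of 31 genes of leukocyte migration and adhesion, 1 was higher in CD45.2, 15 higher in CD45.1 and 15 did not pass in the remote zone, and 1 was higher in CD45.2, 10 higher in CD45.1 and 20 did not pass in the infarct zone. When adjusted over the list alone, 17 and 13 were higher in CD45.1. Camera gave adjusted p = 5.74e-05 and 0.000165, but adjusted p = 0.179 and 0.261 with an estimated correlation. Log2 fold changes of Ccr1 were -1.94 (SE 0.186, adjusted p = 1.88e-05) and -1.46 (SE 0.183, adjusted p = 0.000242). The integrin gene Itgb7 stood at -3.54 and -1.96. Vcam1 stood at 4.22 and 4.61. Of 14 neutrophil genes 7 were higher in CD45.1 in the remote and 5 in the infarct zone, and 0 in CD45.2, with 7 and 6 adjusted over the list alone. By camera, the list had adjusted p = 1.43e-05 and 0.00174, but adjusted p = 0.117 and 0.313 with an estimated correlation. Lcn2, which encodes an iron-siderophore binder of neutrophils, stood at -3.24 and -1.90, and Trem3 at -4.81 and -2.13.

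Of 35 genes of lymphocyte co-stimulation and activation, 9 were higher in CD45.2, 8 higher in CD45.1 and 18 did not pass in the remote zone, and 8 were higher in CD45.2, 5 higher in CD45.1 and 22 did not pass in the infarct zone. With p adjusted over the list alone, 9 and 9 were higher and lower in CD45.2 in the remote and 8 and 8 in the infarct zone. The camera test gave adjusted p = 0.968 and 0.484. In the remote zone the list's median was -0.06 and its mean 0.16. Tnfsf13b, the gene of the B-cell survival factor BAFF, had log2 fold changes of 4.20 (SE 0.43, adjusted p = 3.02e-05) and 4.89 (SE 0.455, adjusted p = 3.04e-05). The cytokine subunit gene Ebi3 stood at 1.85 and 1.81. Tnfsf14, which encodes the T-cell costimulator LIGHT, stood at -3.55 and -1.46. Tnfsf18 had 0 counts in CD45.1 libraries of the infarct zone and was at least 18.9-fold higher in CD45.2.

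Of 13 genes of MHC class II presentation, 6 were higher in CD45.2, 2 higher in CD45.1 and 5 did not pass in the remote zone, and 5 were higher in CD45.2, 1 higher in CD45.1 and 7 did not pass in the infarct zone. By p adjusted over the list alone, 9 and 2 were higher and lower in the remote and 5 and 2 in the infarct zone. Tested with camera, the list had adjusted p = 0.0338 in the remote zone, but adjusted p = 0.7 with an estimated correlation, and adjusted p = 0.084 in the infarct zone. H2-Eb1 (ENSMUSG00000060586, chromosome 17 of GRCm38, 34305867 to 34316674) had log2 fold changes of 4.29 (SE 0.675, adjusted p = 0.000658) and 4.29 (SE 0.676, adjusted p = 0.00112). H2-Ob stood at 3.38 and 2.82. The thiol reductase gene Ifi30 went the other way, at -1.41 and -0.68. Members Cd74, H2-Aa, H2-Ab1 and H2-Eb2 are named or labelled by the paper on these samples, so the list's direction is not independent evidence. Within each of the 4 groups, the 1 library from S104 to S107 had the lowest MHC class II sum, with a mean of 4822 CPM against 11820 in the other 8.

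Of 14 B-cell genes, 4 were higher in CD45.2, 1 higher in CD45.1 and 9 did not pass in the remote zone, and 3 were higher in CD45.2, 0 higher in CD45.1 and 11 did not pass in the infarct zone. Adjusted over the list alone, 5 and 1 were higher and lower in the remote and 3 and 0 in the infarct zone. For this list camera gave adjusted p = 0.0338 and 0.00213, but adjusted p = 0.7 and 0.549 with an estimated correlation. Ighm, the IgM heavy chain gene, stood at 3.13 and 3.00. Of 16 T- and NK-cell genes 1 was higher and 1 lower in CD45.2 in each zone. Cd4 stood at 5.24 and 7.02, and the interleukin-7 receptor gene Il7r at -3.94 and -2.12. Vcam1, Slpi, Myd88, Ebi3 and Ifi30 share exons with other genes.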

GO enrichment analysis further predicted that processes involved in innate (e.g. leukocyte migration, regulation of defense response, response to bacterium) as well as the adaptive immunity (e.g. T cell selection, T cell activation, B cell proliferation) were increased in CD45.1^+^ macrophages after infarction (Figure 6D). Thus, resident and recruited macrophages provide distinct transcriptional changes and inferred functions in response to I/R.

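Within CD45.2 macrophages 275 genes were higher and 55 lower in the infarct than in the remote zone by edgeR. DESeq2 gave 719 and 435, and limma-voom 418 and 256. The paper gives only a lower bound for chimerism, so the CD45.2 cells may include recruited-type cells of host origin. Such cells cannot be told apart as a cause of the rise in the infarct zone. The total of 330 ranged from 124 without library S110 to 1099 without S106, and S107, S111, S113, S114 and S115 also moved it by over 1.5 times. Met, the hepatocyte growth factor receptor gene, was at 11.6 ± 5.77 CPM in the infarct and 1.14 ± 1.11 CPM in the remote zone (SD, n = 3 each). Spp1, the osteopontin gene, was at 4452 ± 3005 and 513 ± 294 CPM. Bank1, a signalling scaffold gene of B cells, was lower in the infarct zone, at 49.1 ± 6.88 against 102 ± 15.2 CPM, and so was the cathepsin gene Ctsf, at 54.2 ± 10.9 against 109.9 ± 5.11 CPM. Summed B-cell markers fell too, to 252.6 ± 76.1 from 561.5 ± 198 CPM (SD, n = 3 each, exact permutation p = 0.1, the smallest possible), and within recruited macrophages to 42.92 ± 7.2 from 83.38 ± 20.7 CPM (exact permutation p = 0.1). Within recruited macrophages 0 genes passed edgeR's quasi-likelihood test between zones. With sex of the library and side of the second component as covariates, 59 passed.

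Log2 fold changes of infarct over remote zone within CD45.2 were 3.35 (SE 0.648, adjusted p = 0.0253) for Met (ENSMUSG00000009376, chromosome 6 of GRCm38, 17463800 to 17573980) and 3.12 (SE 0.545, adjusted p = 0.0152) for Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm38, 104435118 to 104441050). They were -1.05 (SE 0.216, adjusted p = 0.0338) for Bank1 (ENSMUSG00000037922, chromosome 3 of GRCm38, 136053363 to 136326066) and -1.02 (SE 0.193, adjusted p = 0.023) for Ctsf (ENSMUSG00000083282, chromosome 19 of GRCm38, 4855130 to 4860918), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Xirp2, a muscle gene, stood at 4.49, Rhov at 3.68, the adenosine-forming enzyme gene Nt5e at 3.42 and Flrt3 at 2.99. Gprc5c stood at -1.25 and Plekhg5 at -1.18. Spp1 and Xirp2 share exons with other genes. The calls of Met, Bank1 and Ctsf were lost in several fits that left out 1 library, and 26 genes passed when only the 6 CD45.2 libraries were fitted.

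Of the 275 genes higher in the infarct zone, 267 were higher in CD45.1 than in CD45.2 macrophages of the remote zone, where 43.6 would be shared by independent calls. Of the 55 lower genes, 52 were higher in CD45.2 in the remote zone, against 8.9. The comparisons share the CD45.2 remote libraries, which alone gave a correlation of -0.498 across genes in simulation, against -0.608 observed, and a covariance of -0.144 against -0.629. Against the infarct zone comparison the simulated correlation was 0.506 and the observed -0.268. Of the same 275 genes, 222 were higher in CD45.1 in the infarct zone, against 20.8. Simulated data without differences gave 0 calls in 10 runs.

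Of 25 monocyte genes 11 were higher and 0 lower in the infarct zone within CD45.2, and 17 higher adjusted over the list alone. The list's camera test gave adjusted p = 2.07e-12, but adjusted p = 0.152 with an estimated correlation. The monocyte gene Ly6c2 stood at 2.90 and Fn1 was among the other members that passed. Of the 26 homeostatic genes 0 passed in either population. When adjusted over the list alone, 17 were lower in the infarct zone within CD45.2 and 13 within CD45.1. Camera gave adjusted p = 8.31e-12 and 7.92e-17, but adjusted p = 0.101 with an estimated correlation in CD45.2 and adjusted p = 0.0326 with an estimated correlation in CD45.1.

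Within CD45.1, 1486 genes had an unadjusted p under 0.05 by edgeR, and DESeq2 called 38 higher and 152 lower while limma-voom called 0. For the difference between the zone effects edgeR called 0 genes, with 821 at an unadjusted p under 0.05, DESeq2 called 139 and 24, and limma-voom 25 and 0. With sex of the library and side of the second component as covariates, chosen after seeing the data, edgeR called 59 genes within CD45.1, 1457 within CD45.2 and 94 for the difference. From the differences in genes and gene ontology terms, the paper concludes that resident and recruited macrophages differ in their transcriptional response to I/R and in their inferred functions.

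**Figure D4:**
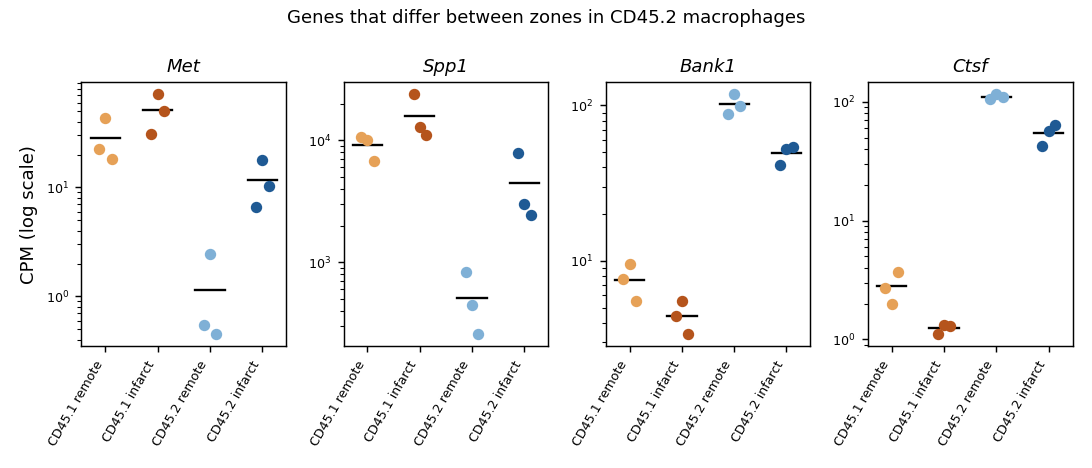
CPM (log scale) of Met, Spp1, Bank1 and Ctsf in the 4 groups, with each point a library and each line the mean of 3. Mean Met is 11.6 CPM in CD45.2 infarct and 1.14 CPM in CD45.2 remote macrophages.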

**Figure 6.**
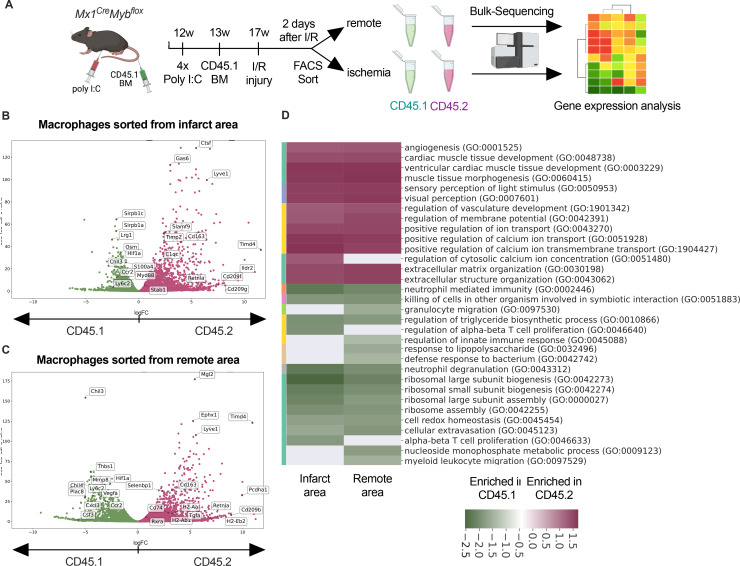
Transcriptional landscape of resident versus recruited macrophages in ischemia/reperfusion (I/R) injury. (**A**) Experimental setup to generate non-irradiation BM chimera using *CD45.2 Mx1^Cre^Myb^flox/flox^* and transplantation of CD45.1 BM. I/R injury was induced 4 weeks after BM transplantation and CD45.1^+^ and CD45.2^+^ macrophages were sorted from the remote and ischemic myocardium 2 days after I/R injury and RNA-sequencing was performed on bulk cells (*n* = 3). Volcano plot showing differential gene expression analysis results of recruited CD45.1 versus resident CD45.2 macrophages in the (**B**) remote and (**C**) ischemic zones. (**D**) Gene ontology enrichment analysis showing specific biological processes enriched in CD45.1 and CD45.2 macrophages in the ischemic and remote zones.

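Mgl2, a C-type lectin gene of tissue macrophages, was at 1016 ± 94.9 CPM in CD45.2 and 23.3 ± 3.63 CPM in CD45.1 macrophages of the remote zone (SD, n = 3 each). Gas6, which encodes a bridge between dying cells and their receptors, was at 1357 ± 50.4 and 201 ± 100 CPM there (SD, n = 3 each). Mmp8, a collagenase gene, was higher in CD45.1, at 112.3 ± 31.3 against 5.22 ± 1.26 CPM in the remote zone. Plac8 was at 80.8 ± 44.2 against 2.54 ± 0.866 CPM there.

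By edgeR's quasi-likelihood test Mgl2 (ENSMUSG00000040950, chromosome 11 of GRCm38, 70130329 to 70137550) had log2 fold changes of 5.45 (SE 0.264, adjusted p = 4.84e-07) in the remote and 5.42 (SE 0.265, adjusted p = 7.01e-07) in the infarct zone. Values for the lysosomal protease gene Ctsf were 5.30 (SE 0.233, adjusted p = 4.84e-07) and 5.45 (SE 0.241, adjusted p = 5.67e-07). Gas6 (ENSMUSG00000031451, chromosome 8 of GRCm38, 13465374 to 13494490) had 2.76 (SE 0.274, adjusted p = 2.47e-05) and 2.99 (SE 0.276, adjusted p = 2.95e-05). Mmp8 (ENSMUSG00000005800, chromosome 9 of GRCm38, 7558456 to 7568485) had -4.43 (SE 0.292, adjusted p = 1.64e-06) and -2.22 (SE 0.263, adjusted p = 0.000165). The detoxifying enzyme gene Ephx1 stood at 5.29 and 5.69, Slamf9 at 2.75 and 2.47, and Selenbp1 at 2.34 and 2.25. The nuclear receptor gene Rxra stood at 0.78 and 0.77. The lectin genes Cd209f and Cd209g stood at 5.91 and 6.55 in the remote zone, and Pcdha1 at 9.82. Ildr2 was 579-fold higher in CD45.2 in the infarct zone, with a 95% counting interval of 160 to 4790. Tgfa, the gene of an EGF receptor ligand, had 0 counts in CD45.1 libraries. In the remote zone it was 22.4-fold higher in CD45.2 over a floor of 3 counts, with a 95% counting interval that began at 17.7. H2-Eb2 stood at 7.54 in the remote zone.

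Toward CD45.1, Sirpb1c and Sirpb1a stood at -4.04 and -3.41 in the remote and -2.097 and -2.12 in the infarct zone. Lrg1 stood at -2.74 and -2.51, the calcium-binding protein gene S100a4 at -2.06 and -1.18, and Chil4 at -6.37 and -3.70. Plac8 stood at -4.99 and -2.35. Gas6, Ephx1, Ildr2, Tgfa, S100a4 and Pcdha1 share exons with other genes, and Chil4, Sirpb1a and Sirpb1c have close paralogs that can share reads. The remote call of Tgfa was lost in several fits that left out 1 library.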

### Altered inflammatory patterns and immune cell communication in *Csf1r*^∆*FIRE*^ mice

To evaluate the immune response of resident and recruited macrophages to I/R injury in ∆FIRE mice, we interrogated the transcription profile of CD45^+^ cells from the infarct area (Figure 7A). In contrast to the absence of homeostatic and antigen-presenting macrophage clusters in healthy hearts of ∆FIRE mice (Figure 3B, C), there were less differences in immune cell clusters between ∆FIRE and control mice 2 days after I/R (Figure 7). Abundance of homeostatic macrophages was also reduced at this time point, however, other clusters including *Ccr2^hi^Ly6c^hi^* inflammatory macrophages were not altered, which is in line with our histological findings.

**Figure 7.**
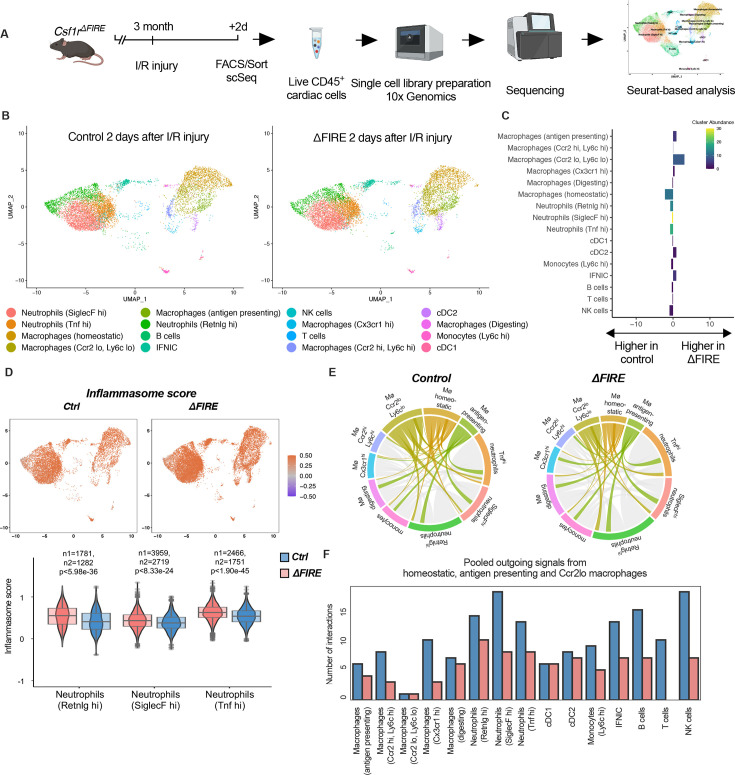
Altered inflammatory patterns and immune cell communication in *Csf1r^∆FIRE^* mice. (**A**) Experimental setup to analyze transcriptional changes in cardiac immune cells on a single-cell level 2 days after ischemia/reperfusion (I/R) injury in *ΔFIRE* mice. (**B**) UMAPs of control and ∆FIRE 2 days after I/R injury (*n* = 2 for *control* and *∆FIRE*). (**C**) Absolute difference (percentage points) in cluster abundance between *control* and *∆FIRE*. (**D**) Inflammasome score projected on a UMAP displaying control and ∆FIRE immune cell subsets after I/R injury. Violin and box plots show the computed inflammasome score in neutrophil clusters (n1/n2 represents number of cells from control/ *∆FIRE* mice). (**E**) Ligand–receptor interactions of *antigen-presenting, Ccr2^lo^ ly6c^lo^ and homeostatic macrophages* (highlighted) with other immune cell clusters. Shown are the aggregated communication scores (width of interactions) for all cell types. Only communication scores larger than 6 are considered. (**F**) Number of interactions (with communication score >6) outgoing from homeostatic, antigen-presenting and Ccr2^lo^ macrophages to other immune cell clusters.

**Figure 7—figure supplement 1.**
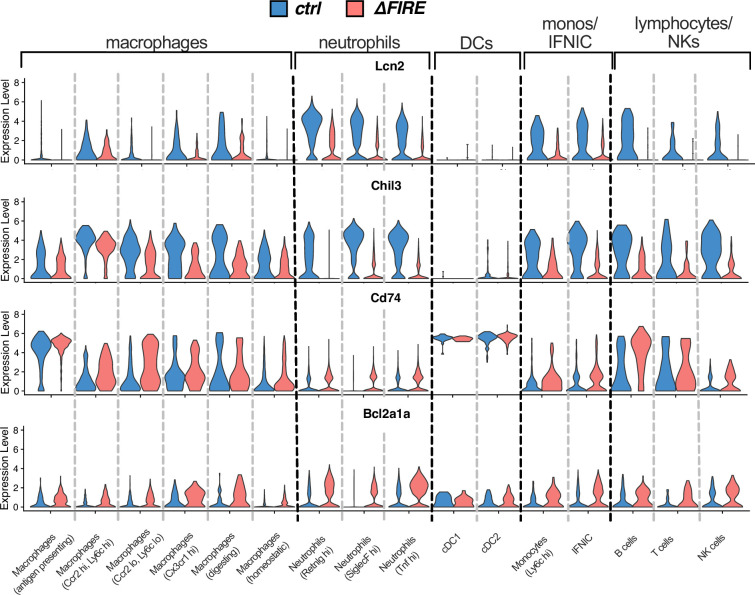
Violin plots comparing expression of Lcn2, Chil3, Cd74, and Bcl2a1a in the different immune cell clusters after ischemia/reperfusion (I/R) in *control* and *∆FIRE* mice.

**Figure 7—figure supplement 2.**
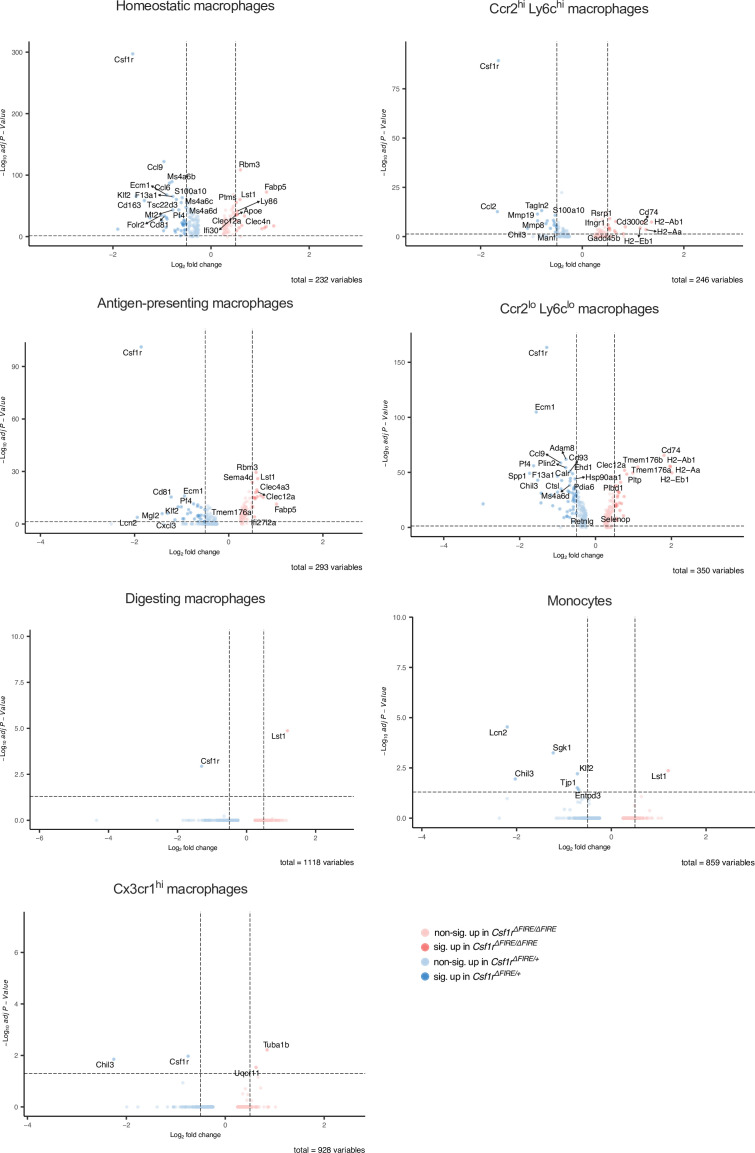
Differential gene expression in monocyte and macrophage clusters after ischemia/reperfusion (I/R) in *control* and *ΔFIRE* mice.

**Figure 7—figure supplement 3.**
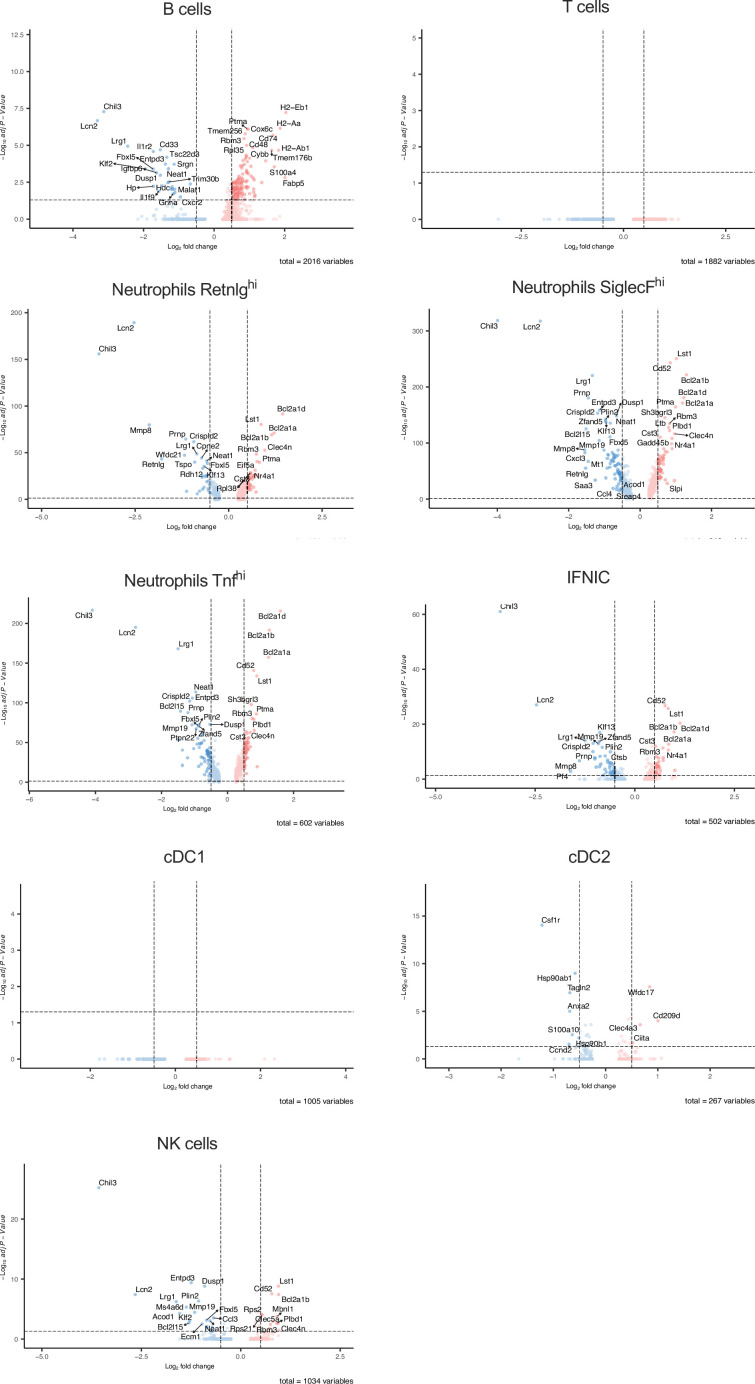
Differential gene expression in non-macrophage clusters after ischemia/reperfusion (I/R) in in *control* and *ΔFIRE* mice.

**Figure 7—figure supplement 4.**
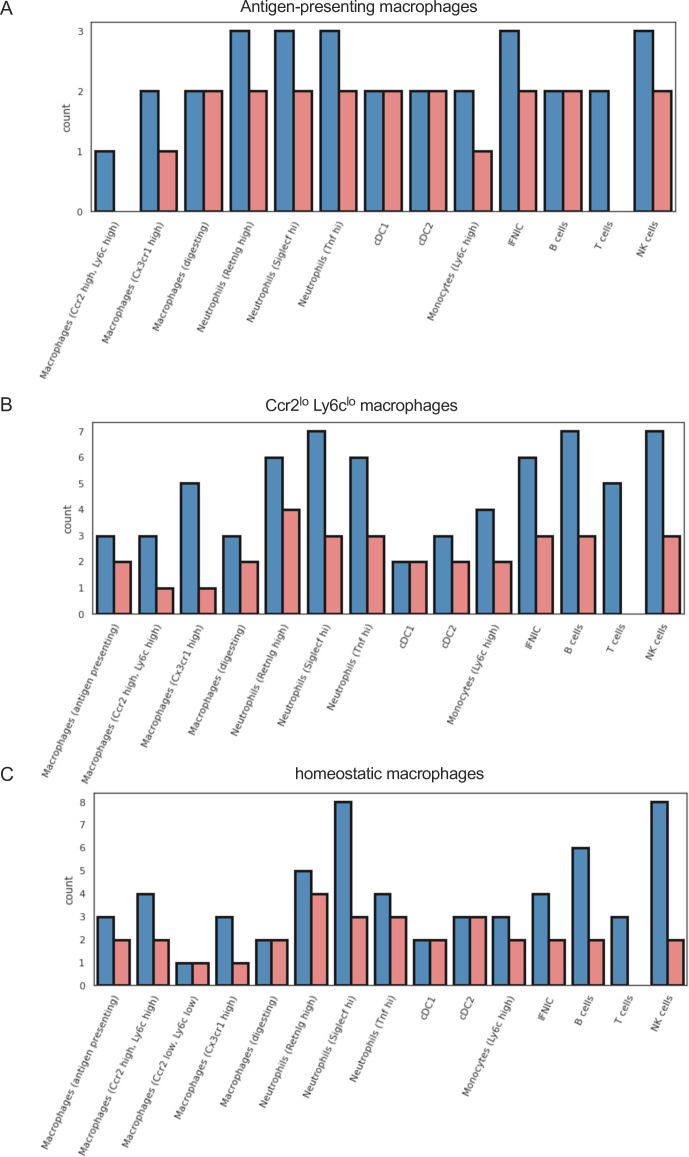
Different outgoing signals in macrophage subpopulations in ischemia/reperfusion (I/R) injury in *Csf1r^ΔFIRE/+^ and Csf1r^ΔFIRE/ΔFIRE^* mice. Number of cell–cell interactions (with communication score >6) outgoing from (**a**) antigen-presenting macorphages, (**b**) Ccr2 lo, Ly6c lo macrophages, and (**c**) homeostatic macrophages to other immune cell clusters.

**Figure 7—figure supplement 5.**
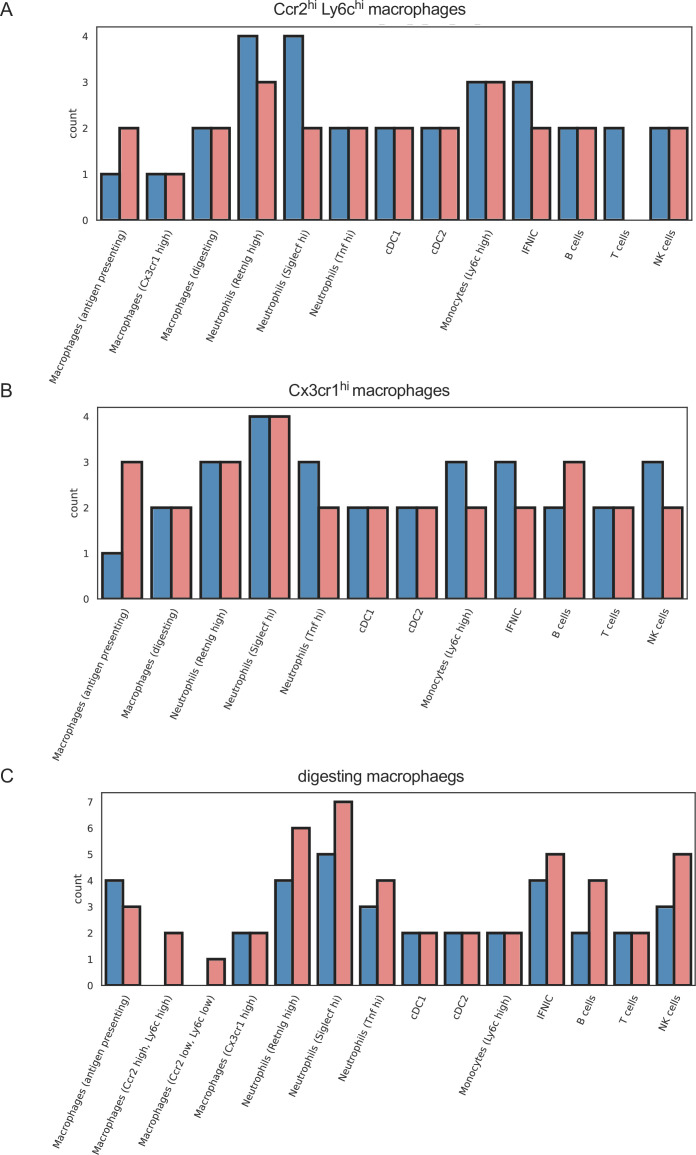
Similar outgoing signals in macrophage subpopulations in ischemia/reperfusion (I/R) injury in *Csf1r^ΔFIRE/+^* and *Csf1r^ΔFIRE/ΔFIRE^* mice. Number of cell–cell interactions (with communication score >6) outgoing from (**a**) Ccr2 hi, Ly6c high macrophages, (**b**) Cx3cr1 high macrophages, and (**c**) digesting macrophages to other immune cell clusters.

∆FIRE was associated with some changes in gene expression in cardiac non-macrophage immune cells. Across different clusters, including lymphocyte and neutrophil clusters, expression of anti-inflammatory genes like *Chil3 (Ym1*) and *Lcn2* was reduced. Vice versa, expression of Bcl-family genes like *Blc2a1a* and *Bcl2a1d*, which are associated with apoptosis and inflammatory pathways, was higher in ∆FIRE mice (Figure 7—figure supplements 1–3). Other upregulated genes were related to antigen presentation (e.g.*Cd74*, *H2-Ab1*), as identified in the *Ccr2^lo^Ly6c^lo^*, homeostatic and *Ccr2^hi^Ly6c^hi^* macrophage clusters (Figure 7—figure supplements 1 and 2). Furthermore, we interrogated inflammatory gene expression in neutrophils, which are abundant first responders to myocardial infarction. We found that a computed score summing up inflammasome activation (Amorim et al., 2022) was increased in all neutrophil clusters in ∆FIRE mice (Figure 7D). Thus, the absence of cardiac macrophages was associated with altered inflammatory properties of non-macrophage immune cells in the infarcted heart.

Altered intercellular crosstalk of macrophages is a hallmark of cardiac inflammation. We therefore assessed ligand–receptor (LR) interactions between immune cell populations after I/R injury. Indeed, the number of LR interactions with neutrophils and lymphocytes, as well as the strength of the macrophage-emitted communication signals was markedly reduced in homeostatic, antigen-presenting, and *Ccr2^lo^Ly6c^lo^* macrophage clusters (Figure 7E, F, Figure 7—figure supplement 4). In contrast, immune cell communication in BM-derived macrophage clusters (e.g. *Ccr2^hi^Ly6c^hi^* macrophage cluster, Figure 7—figure supplement 5) was not different to control mice. Taken together, deficiency in resident macrophages in I/R injury altered the intercellular immune crosstalk and induced a proinflammatory signature in for example cardiac neutrophils. However, transcriptional profiles of BM-derived inflammatory macrophages were largely unaltered. Together with our histological analysis showing the dominance of recruited BM-derived macrophages in the early phase of I/R, this potentially explained the limited impact of ∆FIRE on functional outcome after I/R injury.

### Ablation of resident and recruited macrophages severely impacts on cardiac healing after I/R injury

To test this hypothesis, we determined the effect of combined ablation of resident and recruited macrophages. We therefore exposed mice to continuous treatment with the CSF1R-inhibitor PLX5622 (Figure 8A). In healthy hearts, inhibitor treatment resulted in the absence of cardiac macrophages within 7 days (Figure 8—figure supplement 1). We then subjected mice to I/R injury and investigated outcome by sequential PET imaging and histology (Figure 8A). Treatment with PLX5622 diminished macrophage numbers in both remote and infarct areas in the early phase (day 2) after injury. Recruitment of other myeloid cells for example neutrophils was not altered in this context (Figure 8B). This effect was pronounced in the chronic phase (day 30) after I/R injury, in which macrophages were largely absent in remote, border, and infarct zones (Figure 8C, D). Absence of resident and recruited macrophages was associated increased infarct size, as determined by fibrosis area (WGA histology) as well as viability defect (PET), and resulted in deterioration of cardiac function (Figure 8E–I). Specifically, LVEF was reduced 6 days after I/R, and remained strongly impaired at 30 days (Figure 8E).

**Figure 8.**
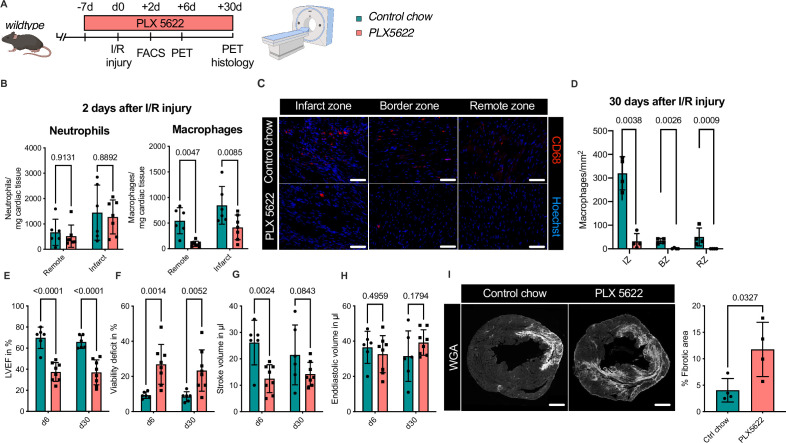
Ablation of resident and recruited macrophages severely impacts on cardiac healing after ischemia/reperfusion (I/R) injury. (**A**) Schematic of the analysis of cardiac function and infarct size in mice treated with PLX5622 7 days prior and 30 days after I/R injury. (**B**) Number of cardiac macrophages and neutrophils in the remote and ischemic myocardium 2 days after I/R injury in mice fed control chow (*n* = 6) or PLX5622 (*n* = 7). (**C**) Representative immunohistology of hearts 30 days after I/R injury showing macrophages (CD68^+^ cells in red and Hoechst in blue) in the infarct, border, and remote zones and (**D**) number of cardiac macrophages in the respective area (*n* = 4 for control chow and *n* = 4 for PLX5622). (**E**) Left ventricular ejection fraction (LVEF), (**F**) viability deficit, (**G**) stroke volume, and (**H**) end-diastolic volume measured using positron emission tomography 6 and 30 days after I/R injury (*n* = 6 for control chow, *n* = 8 for PLX5622). (**I**) Representative immunohistological images showing the fibrotic area (WGA^+^ area) in hearts 30 days after I/R injury from mice fed control chow or PLX5622. Percentage of fibrotic area in the respective groups (*n* = 4 for each group). Student’s *t*-test or Fisher’s Fisher's Least Significant Difference (LSD) test was performed and mean ± standard deviation (SD) is shown.

**Figure 8—figure supplement 1.**
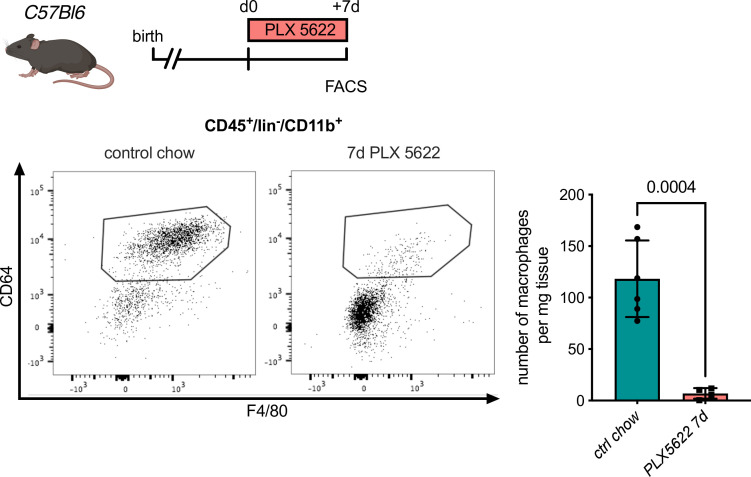
Macrophage depletion using the Csf1r-inhibitor PLX5622. Flow cytometry analysis of hearts from *C57Bl6* mice treated with PLX5622 for 7 days, (left) representative flow cytometry showing cardiac macrophages (CD45^+^/lin^−^/CD11b^+^/F4/80^+^/CD64^+^ cells) and (right) number of cardiac macrophages in animals fed control chow or PLX5622 (*n* = 6 for control chow and *n* = 4 for PLX5622, each individual experiment).

Taken together, sole absence of resident macrophages had limited negative impact on cardiac remodeling. Absence of both resident and recruited macrophages resulted in a significant increase in infarct size and deterioration of left ventricular function after I/R injury, highlighting a beneficial effect of recruited macrophages in cardiac healing.

## Discussion

Macrophages are key players in cardiac homeostasis and disease (Bajpai et al., 2019; Bajpai et al., 2018; Dick et al., 2019; Epelman et al., 2014; Hulsmans et al., 2017; Nahrendorf et al., 2007; Nicolás-Ávila et al., 2020; Panizzi et al., 2010; Sager et al., 2016). The precise understanding of their developmental origin, their functions, and their regulation could enable the identification of macrophage-targeted strategies to modify inflammation in the heart. In cardiac repair after myocardial infarction, macrophages have both positive and negative effects. They are critical for tissue repair, angiogenesis, and inflammation regulation, but their actions need to be carefully balanced to prevent excessive inflammation, scar tissue formation, and adverse remodeling. This study sheds light on the differential role of resident and recruited macrophages in cardiac remodeling and outcome after AMI.

BM-derived recruited macrophages represent a small population in the healthy heart but are recruited in vast numbers to the injured myocardium after I/R injury. These recruited cells exhibit substantially different transcriptional profiles in comparison to their resident counterpart, and show proinflammatory properties. 

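Chil3, which encodes a chitinase-like protein of monocytes, was at 2212 ± 265 CPM in CD45.1 and 70.1 ± 8.90 CPM in CD45.2 macrophages of the remote zone (SD, n = 3 each). Ccr2, the receptor that draws monocytes to CCL2, was at 1226 ± 335 and 146 ± 43.0 CPM there and at 1237 ± 330 and 300 ± 94.7 CPM in the infarct zone (SD, n = 3 each). Fabp5, a fatty acid carrier gene, was also higher in recruited macrophages, at 502 ± 141 against 22.5 ± 9.91 CPM in the remote zone.

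Of 25 genes of monocytes and recruited macrophages, 1 was higher in CD45.2, 20 higher in CD45.1 and 4 did not pass edgeR's test in the remote zone, and the counts were the same in the infarct zone. With p adjusted over the list alone, 22 were higher in CD45.1 in each zone. The median log2 fold change was -2.57 in the remote and -1.74 in the infarct zone. By camera, the list had adjusted p = 1.7e-13 and 2.32e-12, but adjusted p = 0.117 and 0.163 with an estimated correlation. Chil3 (ENSMUSG00000040809, chromosome 3 of GRCm38, 106147554 to 106167564) had log2 fold changes of -4.98 (SE 0.309, adjusted p = 1.14e-06) and -2.84 (SE 0.28, adjusted p = 4.23e-05) from edgeR's quasi-likelihood test. Ccr2 (ENSMUSG00000049103, chromosome 9 of GRCm38, 124101950 to 124113557) had -3.07 (SE 0.332, adjusted p = 4.57e-05) and -2.05 (SE 0.318, adjusted p = 0.00104). Mcemp1 stood at -4.18 and -2.02, and the calcium-binding protein gene S100a11 at -2.57 and -1.34. The 1 member higher in CD45.2 was Spn. The list holds Ly6c2, Ccr2, Chil3, Plac8, S100a4 and Thbs1, which the paper names or labels on these samples, so its direction is not independent evidence.

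Of 20 genes of lipid-associated macrophages, 1 was higher in CD45.2, 13 higher in CD45.1 and 6 did not pass in the remote zone, and 1 was higher in CD45.2, 8 higher in CD45.1 and 11 did not pass in the infarct zone. By p adjusted over the list alone, 1 and 13 were higher and lower in CD45.2 in the remote and 1 and 11 in the infarct zone. The camera test gave adjusted p = 3.12e-05 and 0.00374, but adjusted p = 0.358 and 0.584 with an estimated correlation. Fabp5 had -4.48 (SE 0.48, adjusted p = 4.26e-05) and -2.08 (SE 0.432, adjusted p = 0.00626). Lgals3, the galectin-3 gene, stood at -2.13 and -1.05, Syngr1 at -3.78 and -1.61, and the cathepsin gene Ctsl at -2.71 and -1.57. Ctsl shares exons with another gene. The exception was Cd36, a fatty acid receptor gene, which was higher in CD45.2.

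Of 84 ribosomal protein genes, 0 were higher in CD45.2, 40 higher in CD45.1 and 44 did not pass in the remote zone, while 1 was higher in CD45.1 in the infarct zone. Adjusted over the list alone, 49 were higher in CD45.1 in the remote zone. Tested with camera, the list had adjusted p = 2.25e-09 and 0.000165, but adjusted p = 0.7 and 0.728 with an estimated correlation. Rpl19 stood at -0.87 and Rpl10 at -0.70 in the remote zone, and both share exons with other genes.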

Resident macrophages remain present in the remote and border zones and display a reparative gene expression profile after I/R injury. In comparison to recruited macrophages, resident macrophages expressed higher levels of genes related to homeostatic functions (e.g. *Lyve1*, *Timd4*, *Cd163*, *Stab1*). These markers have recently been associated with self-renewing tissue macrophages that are maintained independently of BM contribution (Dick et al., 2022). 

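Stab1, a scavenger receptor gene, was at 2076 ± 104 CPM in CD45.2 and 1395 ± 153 CPM in CD45.1 macrophages of the remote zone, and at 1937 ± 92.2 and 1302 ± 77.8 CPM in the infarct zone (SD, n = 3 each). C1qa, which encodes a chain of complement C1q, was at 2795 ± 81.6 against 816 ± 143 CPM in the remote zone. Slc40a1, the gene of the iron exporter ferroportin, was at 219 ± 47.9 against 25.7 ± 11.3 CPM, and Trf, the transferrin gene, at 3015 ± 440 against 518 ± 292 CPM.

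Stab1 (ENSMUSG00000042286, chromosome 14 of GRCm38, 31139013 to 31168641) had log2 fold changes of 0.57 (SE 0.123, adjusted p = 0.00451) and 0.57 (SE 0.123, adjusted p = 0.00747) from edgeR's quasi-likelihood test, and both calls were lost with heart muscle level as a covariate. It shares exons with another gene.

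Of 30 genes of efferocytosis and complement C1q, 12 were higher in CD45.2, 9 higher in CD45.1 and 9 did not pass in the remote zone, and 13 were higher in CD45.2, 8 higher in CD45.1 and 9 did not pass in the infarct zone. When adjusted over the list alone, 12 and 9 were higher and lower in CD45.2 in the remote and 13 and 8 in the infarct zone. For this list camera gave adjusted p = 0.338 and 0.111. C1qa had 1.78 (SE 0.177, adjusted p = 2.49e-05) and 1.98 (SE 0.178, adjusted p = 2.49e-05). C1qc stood at 1.92 and 2.03, the complement gene C4b at 4.54 and 4.10, and Pros1, a bridging protein for dead cells, at 2.09 and 1.56. Lrp1, a scavenger receptor gene, went the other way at -1.09 and -0.65.

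Of 20 genes of iron and heme handling, 7 were higher in CD45.2, 6 higher in CD45.1 and 7 did not pass in the remote zone, and 5 were higher in CD45.2, 3 higher in CD45.1 and 12 did not pass in the infarct zone. With p adjusted over the list alone, 7 and 6 were higher and lower in the remote and 8 and 3 in the infarct zone. The list's camera test gave adjusted p = 0.561 and 0.273. Slc40a1 had 3.09 (SE 0.436, adjusted p = 0.000315) and 3.58 (SE 0.447, adjusted p = 0.000239). Trf stood at 2.54 and 2.64, Blvrb, a biliverdin reductase gene, at 1.32 and 1.61, and Spic, a transcription factor gene of iron-recycling macrophages, at 2.79 and 2.04.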

Biological processes associated with cardiac healing are upregulated in resident macrophages (e.g. regulation of vascular development, regulation of cardiomyocyte development, extracellular matrix organization). 

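Igf1, the insulin-like growth factor gene, was at 185 ± 38.7 CPM in CD45.2 and 16.2 ± 10.7 CPM in CD45.1 macrophages of the remote zone, and at 147 ± 3.48 and 11.4 ± 7.23 CPM in the infarct zone (SD, n = 3 each). Pdgfb, a growth factor gene for pericytes and fibroblasts, was at 38.8 ± 6.57 against 5.15 ± 0.634 CPM in the remote zone. Vegfa, the main growth factor gene for vessels, was higher in recruited macrophages, at 96.7 ± 26.3 against 4.99 ± 2.53 CPM. Osm, the oncostatin M gene, was also higher in recruited macrophages, at 514 ± 174 against 58.5 ± 10.4 CPM.

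Of 26 growth factor genes of repair, 8 were higher in CD45.2, 7 higher in CD45.1 and 11 did not pass edgeR's test in the remote zone, and 7 were higher in CD45.2, 4 higher in CD45.1 and 15 did not pass it in the infarct zone. By p adjusted over the list alone, 8 and 7 were higher and lower in CD45.2 in the remote and 9 and 4 in the infarct zone. Camera gave adjusted p = 0.705 and 0.355. Igf1 (ENSMUSG00000020053, chromosome 10 of GRCm38, 87858265 to 87937042) had log2 fold changes of 3.51 (SE 0.489, adjusted p = 0.000285) and 3.69 (SE 0.494, adjusted p = 0.000391) from edgeR's quasi-likelihood test. Pdgfb (ENSMUSG00000000489, chromosome 15 of GRCm38, 79995874 to 80014977) had 2.91 (SE 0.207, adjusted p = 2.61e-06) and 2.70 (SE 0.205, adjusted p = 7.81e-06). The bone morphogenetic protein gene Bmp2 stood at 3.47 and 4.78, and Igfbp4, which encodes a binder of IGF, at 2.61 and 2.42. Vegfa (ENSMUSG00000023951, chromosome 17 of GRCm38, 46016993 to 46032369) had -4.28 (SE 0.455, adjusted p = 4.02e-05) and -2.04 (SE 0.409, adjusted p = 0.00513), and Osm had -3.14 (SE 0.228, adjusted p = 2.94e-06) and -1.68 (SE 0.216, adjusted p = 0.000288).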

Transcriptional profiles of recruited macrophages show enhanced inflammatory biological processes also in macrophages harvested from the remote area, underlining their potentially detrimental influence on remote cardiac injury.

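In the remote zone Hif1a, which encodes the oxygen-sensitive transcription factor, was at 937 ± 62.6 CPM in CD45.1 and 150 ± 22.1 CPM in CD45.2 macrophages (SD, n = 3 each). Ndrg1, a hypoxia-responsive gene, was at 70.6 ± 10.5 and 11.9 ± 3.96 CPM, and Egln3, which encodes a hydroxylase of HIF, at 8.72 ± 2.90 and 0.744 ± 0.169 CPM. Csf3, the G-CSF gene, had 0 counts in CD45.2 libraries of the remote zone and was 9.64-fold higher in CD45.1, over the floor of 3 counts. Its ratio of CD45.2 to CD45.1 had a 95% counting interval of 0 to 0.136.

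Of 32 genes of hypoxia and glycolysis, 3 were higher in CD45.2, 24 higher in CD45.1 and 5 did not pass edgeR's test in the remote zone, and 3 were higher in CD45.2, 17 higher in CD45.1 and 12 did not pass it in the infarct zone. Adjusted over the list alone, 3 and 24 were higher and lower in CD45.2 in the remote and 3 and 21 in the infarct zone. By camera, the list had adjusted p = 1.03e-08 and 1.11e-07 toward CD45.1, but adjusted p = 0.462 and 0.549 with an estimated correlation. Hif1a (ENSMUSG00000021109, chromosome 12 of GRCm38, 73901375 to 73947530) had log2 fold changes of -2.64 (SE 0.141, adjusted p = 4.84e-07) in the remote and -1.57 (SE 0.136, adjusted p = 1.97e-05) in the infarct zone from edgeR's quasi-likelihood test. Ndrg1 stood at -2.57 and -1.56, and Egln3 at -3.54 and -2.30. P4ha2, which encodes a collagen prolyl hydroxylase, went the other way at 1.77 and 1.96. Hif1a and Ndrg1 share exons with other genes. Among the inflammatory genes of the remote zone, Ccl9 stood at -0.80.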

Two recent studies addressed the role of resident macrophages using DT-mediated macrophage depletion and reported impaired cardiac remodeling in chronic myocardial infarction (Dick et al., 2019) and after I/R injury (Bajpai et al., 2019). However, DT-mediated cell ablation is known to induce neutrophil recruitment and tissue inflammation (Frieler et al., 2015; Oh et al., 2017; Ruedl and Jung, 2018; Sivakumaran et al., 2016). This inflammatory preconditioning of cardiac tissue after DT-depletion is likely to impact on cardiac remodeling and influence assessment of tissue macrophage functions. Genomic deletion of FIRE in the *Csf1r* gene results in the near-absence of resident cardiac macrophages but circumvents the inflammatory stimulus of DT-induced depletion. ∆FIRE specifically diminished homeostatic and antigen-presenting macrophages. Substantiating the specificity to resident cardiac macrophages in this genetic model, the amount of macrophages recruited to the infarct area after I/R injury was not affected in ∆FIRE mice. Furthermore, scRNA-seq analysis revealed that gene expression of monocytes as well as *Ccr2^hi^Ly6c^hi^ and Cx3cr1^hi^* Mф, representing mainly recruited immune cells*,* was mostly unchanged in ∆FIRE compared to control mice. The specific targeting of the resident macrophage population introduces an interesting in vivo model for studying their role in MI without the need for inflammation-prone conditional deletion of macrophages (Frieler et al., 2015).

Ablation of resident macrophages altered macrophage crosstalk to non-macrophage immune cells, especially lymphocytes and neutrophils. This was characterized by a proinflammatory gene signature, such as neutrophil expression of inflammasome-related genes and a reduction in anti-inflammatory genes like *Chil3* and *Lcn2* (Gordon and Martinez, 2010; Guo et al., 2014; Parmar et al., 2018). Interestingly, inflammatory polarization of neutrophils have also been associated with poor outcome after ischemic brain injury (Cuartero et al., 2013). Clinical trials in myocardial infarction patients show a correlation of inflammatory markers with extent of the myocardial damage (Sánchez et al., 2006) and with short- and long-term mortality (Mueller et al., 2002).

Our study provides evidence that the absence of resident macrophages negatively influences cardiac remodeling in the late postinfarction phase in ∆FIRE mice indicating their biological role in myocardial healing. In the early phase after I/R injury, absence of resident macrophages had no significant effect on infarct size or LV function. These observations potentially indicate a protective role in the chronic phase after myocardial infarction by modulating the inflammatory response, including adjacent immune cells like neutrophils or lymphocytes.

Deciphering in detail the specific functions of resident macrophages is of considerable interest but requires both cell-specific and temporally controlled depletion of respective immune cells in injury, which to our knowledge is not available at present. These experiments could be important to tailor immune-targeted treatments of myocardial inflammation and postinfarct remodeling.

Depletion of macrophages by pharmacological inhibition of CSF1R induced the absence of both resident and recruited macrophages, allowing us to determine cardiac outcome in juxtaposition to the ∆FIRE mice. Continuous CSF1R inhibition induced the absence of macrophages also in the infarcted area and had deleterious effect on infarct size and LV function. In line with our findings, depletion of macrophages by anti-CSF1R treatment was associated with worsened cardiac function in a model of pressure overload induced heart failure (Revelo et al., 2021). Controversially, a recent study in which monocytes were depleted using DT-injections in *Ccr2*^DTR^ mice reported beneficial effects on cardiac outcome after MI in mice (Bajpai et al., 2019). An explanation of this controversy might be the timing and duration of macrophage depletion. Bajpai et al., 2019 depleted recruited macrophages only in the initial phase of myocardial infarction which improved cardiac healing, while depletion of macrophages over a longer period of time, as shown in our study, is detrimental for cardiac repair. Furthermore, other immune cells including neutrophils express CCR2 and may therefore be affected directly (Talbot et al., 2015; Xu et al., 2017). In line with this, Ccr2-deficient mice exhibit reduced acute recruitment of neutrophils to the brain after I/R injury, which was associated with reduced infarct size and brain edema (Dimitrijevic et al., 2007).

Taken together our study underlines the heterogeneity of cardiac macrophages and the importance of ontogeny therein. Resident macrophages, which mainly derive from YS EMPs, govern cardiac homeostasis in the healthy heart, and contribute positively to cardiac healing after I/R injury by orchestrating anti-inflammatory programming of other cardiac immune cells. However, recruited macrophages contribute to the healing phase after AMI and their absence defines infarct size and cardiac outcome.

## Materials and methods

### Mice

*Tnfsf11a^Cre^* (Jacome-Galarza et al., 2019; Percin et al., 2018), *Flt3^Cre^* (Benz et al., 2008), *Myb^fl/fl^* (Emambokus et al., 2003), *Mx1^Cre^* (Kühn et al., 1995) (from The Jackson Laboratory (JAX), Stock No: 003556), *Csf1r^ΔFIRE^* (Rojo et al., 2019), *Rosa26^fs-DTR^* (Buch et al., 2005) (JAX Stock No: 007900), *Rosa26^fs-mT/mG^* (Muzumdar et al., 2007) (JAX Stock No: 007676), *Rosa26^fs-eYFP^* (Srinivas et al., 2001) (JAX Stock No: 006148), and *Rosa26^fs-RFP^* (JAX Stock No: 034720) mice have been previously described. PCR genotyping was performed according to protocols described previously. Animals were aged between 10 and 16 weeks. We have complied with all relevant ethical regulations. Animal studies were approved by the local regulatory agency (Regierung von Oberbayern, Munich, Germany, record numbers ROB-55.2-2532.Vet_02-19-17 and ROB-55.2-2532.Vet_02-19-1; Care and Use Committee of the Institut Pasteur (CETEA), dap190119).

FIRE mice were kept on a CBA/Ca background. Experiments in which reporter mice were necessary (*Csf1r^ΔFIRE^Tnfsf11a^Cre^Rosa26^fs-eYFP^*) the background was mixed with a C57Bl6 background. All experiments evaluating cardiac function and outcome after infarction in FIRE mice were performed on mice kept with a CBA/Ca background.

For fate-mapping analysis of Flt3^+^ precursors, *Flt3^Cre^* males (the transgene is located on the Y chromosome) were crossed to *Rosa26^fs-eYFP^* or *Rosa26^fs-mT/mG^* female reporter mice and only the male progeny was used. For all other experiments, the offspring of both sexes was used for experiments.

BM transplantation was enabled by conditional deletion of the transcription factor *myb* as previously described (Stremmel et al., 2018). In brief, we induced BM ablation by four injections of polyI:C into *CD45.2; Mx1^Cre^Myb^flox/flox^* every other day, and then transplanted BM from congenic *C57BL/6 CD45.1* (*Ly5.1*; JAX Stock No: 006584). We confirmed the success (chimerism of above 90%) of the BM transplantation after 4 weeks.

To deplete macrophages, we used the selective CSF1R-inhibitor PLX5622. Control and PLX5622 (300 ppm formulated in AIN-76A standard chow, Research Diets, Inc) chows were kindly provided by Plexxikon Inc (Berkeley, CA). For depletion of embryonic macrophages, *Tnfsf11a^Cre^Rosa26^fs-DTR^* mice were injected intraperitoneally with 0.02 mg/kg body weight DT (Sigma-Aldrich) at the time points mentioned in the figure and corresponding legend. Mice were closely monitored by veterinarians and according to score sheets that were approved by the regulatory agency. Single DT application in *Tnfsf11a^Cre^Rosa26^fs-DTR^* mice let to rapid deterioration of their health (without infarction or other interventions), and consequently experiments needed to be aborted according to regulations; experimental outcomes were then documented as premature death as indicated.

### Ischemia–reperfusion (I/R) injury

I/R injury was carried out as previously described (Novotny et al., 2018). In brief, mice were anesthetized using 2% isoflurane and intraperitoneal injection of fentanyl (0.05 mg/kg), midazolam (5.0 mg/kg), and medetomidine (0.5 mg/kg), and then intubated orally (MiniVent Ventilator model nr. 845, Harvard Apparatus) and ventilated (volume of 150 µl at 200 /min). After lateral thoracotomy, the left anterior descending artery (LAD) was ligated with an 8–0 prolene suture producing an ischemic area in the apical LV. To induce the reperfusion injury, the suture was removed after 60 min and reperfusion was confirmed by observing the recoloring of the LV. Postoperative analgesia was performed by injection of Buprenorphin (0.1 mg/kg) twice per day for 3 days. After 2, 6, or 30 days after I/R injury organs were harvested after cervical dislocation.

### Organ harvest

Mice were anesthetized using 2% isoflurane and organ harvest was performed after cervical dislocation. Blood was harvested with a heparinized syringe (2 ml) by cardiac puncture. After perfusion with 20 ml of ice-cold phosphate-buffered saline (PBS) hearts were excised and kept in PBS on ice until further tissue processing. For flow cytometry, hearts were divided into the ischemia (tissue distal of the LAD ligation) and remote area (tissue proximal of the LAD ligation). For histological examinations of tissues, hearts were incubated in 4% paraformaldehyde for 30 min followed by an incubation in 30% sucrose solution (Sigma-Aldrich) for 24 hr. Afterwards, hearts were mounted onto a heart slicing device and cut transversally into three equal parts (termed levels 1, 2, and 3) and stored in Tissue-Tek (Sakura Finetek Germany GmbH) at −80°C.

### Immunohistology

Cryosections (10–12 µm) of heart tissue were fixed with 4% paraformaldehyde for 10 min. Blocking and permeabilization were performed with 0.5% Saponin and 10% goat serum for 1 hr. Primary antibodies were added and incubated for 2–18 hr (see Table S1 - Supplementary file 1). Slides were washed with PBS and secondary antibodies were added and incubated for 1 hr (see Table S1 - Supplementary file 1). WGA-staining (Wheat Germ Agglutinin Alexa Fluor 647 conjugated antibody, Thermo Fisher Scientific) was used to locate and measure the infarct area and nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI). Finally, slides were washed one more time and Fluorescence Mounting Medium was used to cover the stained sample.

Heart samples were evaluated using an Axio Imager M2 (Carl Zeiss) and blinded picture analysis was performed using ZEN Imaging and Axiovision SE64 Rel. 4.9.1 (Carl Zeiss). For the evaluation of cell numbers, six individual high-resolution images from each respective anatomical region (infarct area, border zone, and remote zone) were analyzed for each animal. To measure infarct size the heart was cut into three parts and the infarcted area was measured as WGA^+^ area in sections from each part.

### Flow cytometry

100 µl of heparinized blood was used for FACS analysis. Erythrocytes were lysed with 1% ammonium chloride. After washing with PBS, the cell suspension was resuspended in purified rat anti-mouse CD16/CD32 (BD Pharmingen) and incubated for 15 min at 4°C. Following this, cells were incubated with FACS antibodies for 15 min at 4°C (Supplementary file 1).

Heart tissue was dissected into remote and ischemic tissue as described above and minced into small pieces using forceps and a scalpel. When comparing baseline and I/R injury in FACS analysis, basal heart tissue was used for comparison with remote tissue and apical heart tissue for comparison with ischemia tissue. After enzymatic digestion (Collagenase XI 1200 U/mg, Collagenase I 125 U/mg, Hyaluronidase 500 U/mg, DNase I 1836 U/mg; Sigma-Aldrich) for 30 min at 37°C cells were washed and incubated with purified anti-CD16/32 (FcγRIII/II; dilution 1/50) for 10 min. Thereafter, cells were incubated with FACS antibodies (Supplementary file 1) for 30 min at 4°C. FACS analysis was performed on a BD Fortessa or a BeckmanCoulter Cytoflex flow cytometer and gating strategies are shown in Figure 2—figure supplement 1. Data were analyzed using FlowJo (version 10.0.8r1).

### Cell sorting

Cell sorting was performed on a MoFlo Astrios (Beckman Coulter) to obtain cardiac macrophages from *CD45.2; Mx1^Cre^Myb^flox/flox^* after BM transplantation of CD45.1 BM (*n* = 3 for 2 days after I/R injury) for bulk sequencing, or all cardiac immune cells (CD45^+^ cells) of *Csf1r^ΔFIRE^* and *Tnfsf11a^Cre^Rosa26^fs-eYFP^* mice (*n* = 3 for *Csf1r^∆FIRE/+^* and *Csf1r^∆FIRE/∆FIRE^* in baseline conditions, *n* = 1 for *Tnfsf11a^Cre^Rosa26^fs-eYFP^* in baseline conditions; n=2 for *Csf1r^∆FIRE/+^* and *Csf1r^∆FIRE/∆FIRE^* 2 days after I/R injury) for single-cell analysis. CD45^+^ cells were enriched by using magnetic beads and MS columns (CD45 MicroBeads; Miltenyi Biotec). Cells were then sorted as single/live/CD45^+^ cells for single-cell sequencing from baseline hearts and from the ischemic myocardium 2 days after I/R injury. Bulk sequencing was performed on single/live/CD45^+^/lin^−^/CD11b^+^/F4/80^+^/CD64^+^/CD45.1^+^ or CD45.2^+^ cells from the remote and the ischemic myocardium 2 days after I/R injury. Dead cells were identified with SYTOX Orange Dead Cell Stain.

### Bulk sequencing and analysis

For each sample, ~1000 macrophages were sorted into 75 µl of RLT buffer (QIAGEN, containing 1% beta-mercaptoethanol), vortexed for 1 min and immediately frozen (−80°C). RNA extraction (RNeasy Plus Micro Kit, QIAGEN), cDNA generation (SMART-Seq v4 Ultra Low Input RNA Kit, Takara Bio), and library preparation (Nextera XT DNA Library Prep Kit, Illumina) were performed according to the manufacturer’s specifications. Sequencing was performed on a HiSeq4000 system (Ilumina).

The obtained reads were trimmed using bbduk from the BBMap (https://sourceforge.net/projects/bbmap/) v38.87 collection using parameters “ktrim = r k=23 mink = 11 hdist = 1 tpe tbo”. The trimmed reads were aligned with Hisat2 2.2.1 against the Ensembl release 102 reference mouse genome (Yates et al., 2020).

Gene expression was quantified using the featureCounts (Liao et al., 2014) application from the subread package (v2.0.1) and with parameters ‘--primary -O -C -B -p -T 8 --minOverlap 5’. Differential expression analysis was performed using DESeq2 (v1.30.0) (Love et al., 2014). A gene ontology set enrichment analysis was performed using the ClusterProfiler R package (v3.18.1). The visualization of the respective clustermaps was layouted using the ForceAtlas2 implementation of the python fa2 (https://pypi.org/project/fa2/) package for networkx (v2.5) (https://networkx.org/).

On the library-size normalized count data, the pymRMR (Peng et al., 2005, https://pypi.org/project/pymrmr/) package was used to derive the top 100 discriminatory genes (Mutual Information Quotient method) for subsequently calculating the UMAP 2D-embedding (McInnes et al., 2020, https://pypi.org/project/umap-learn/) for all samples (umap-learn package v0.5.0rc1, 3 neighbors) (McInnes et al., 2018, https://pypi.org/project/pymrmr/).

### Single-cell RNA sequencing and analysis

After sorting, cells were proceeded for single-cell capture, barcoding and library preparation using Chromium Next GEM single cell 3′ (v3.1, 10× Genomics) according to the manufacturer’s specifications. Pooled libraries were sequenced on an Illumina HiSeq1500 sequencer (Illumina, San Diego, USA) in paired-end mode with asymmetric read length of 28 + 91 bp and a single indexing read of 8 bp.

The reads of heart1 sample (*Tnfsf11a^Cre^Rosa26^fs-eYFP^*) were demultiplexed using Je-demultiplex-illu (Girardot et al., 2016) and mapped against a customized mouse reference genome (GRCm38.p6, Gencode annotation M24) including eYfp sequence using CellRanger (v3.1.0, 10× Genomics).

The six mouse samples 20133-0001 to 20133-0006 (baseline condition of *Csf1r^∆FIRE/+^* and *Csf1r^∆FIRE/∆FIRE^*), were processed using Cellranger 4.0.0 using the 2020 A mm10 reference.

The four mouse samples (MUC13956-13959, infarct condition of *Csf1r^∆FIRE/+^* and *Csf1r^∆FIRE/∆FIRE^*) were sequenced with four technical sequencing replicates and pooled using the cellranger (v4.0.0, 10× Genomics) pipeline. Cellranger 4.0.0 was called with default parameters and the 2020 A mm10 reference for gene expression.

Finally, all 11 samples were integrated using Seurat 4.0.0 (on R 4.0.1) (Stuart and Satija, 2019). The samples were processed, and cells were filtered to contain between 200 and 6000 features, have at least 1000 molecules detected (nCount_RNA >1000), have below 15% mtRNA content (^MT) and below 40% ribosomal RNA content (^Rps|^Rpl). After this filtering a total of 35,759 cells remained.

After performing SCTransform (Hafemeister and Satija, 2019) on the samples, the SCTransform vignette for integrating the datasets was followed (with 2000 integration features). For dimensionality reduction, PCA was performed using default parameters, and UMAP and Neighbour-Finding was run on 50 PCs. Clustering was performed at a resolution of 0.8. A total of 18 clusters was identified using this approach. Cluster markers were calculated using the *t*-test in the FindMarkers function. Subsequently, cell types were initially predicted using the cPred cell-type prediction (https://github.com/mjoppich/scrnaseq_celltype_prediction, copy archived at Joppich, 2023a). Upon manual curation, further fine-grained cell-type annotations were made. Differential comparisons were performed against several subgroups of the dataset. These comparisons were performed using the *t*-test in the FindMarkers function of Seurat. Differential results are visualized using the EnhancedVolcano library (Blighe and Lewis, 2021).

For the analysis of cell–cell interactions we downloaded the LR pairs from Jin et al., 2021 from the Lewis Lab GitHub repository (https://github.com/LewisLabUCSD/Ligand-Receptor-Pairs, copy archived at Armingol, 2024). For each interaction (LR pair for a cluster pair) the communication score is calculated as the expression product Armingol et al., 2021 of the mean normalized expressions exported from the Seurat object. This ensures that little expression of either ligand or receptor in only one cluster results in a relatively low communication score, and only good expression of ligand and receptor will result in a high communication score. The direction of an interaction is fixed from ligand to receptor. The single LR communication scores were then aggregated (sum) such that only interactions with a score greater 6 were taken into account.

Gene module scores for inflammasome, reactive oxygen species (ROS), and phagocytosis gene sets were calculated using Seurat’s AddModuleScore function. All scripts, including the ones for creating the visualizations of bulk and scRNA-seq data, are available online through https://github.com/mjoppich/myocardial_infarction, copy archived at Joppich, 2023b.

### In vivo PET imaging

Electrocardiogram (ECG)-gated PET images were performed on days 6 and 30 after I/R injury of the LAD using a dedicated small-animal PET scanner (Inveon Dedicated PET, Preclinical Solutions, Siemens Healthcare Molecular Imaging, Knoxville, TN, USA), as previously described (Brunner et al., 2012). Anaesthesia was induced with isoflurane (2.5%), delivered via a face mask in pure oxygen at a rate of 1.2 l/min and maintained with isoflurane (1.5%). Approximately 15 MBq 2-deoxy-2-[^18^F]fluoro-D-glucose ([^18^F]-FDG) (~100 μl) were administered through a teil vein catheter and slowly flushed immediately afterwards with 50 μl saline solution. Body temperature was monitored using a rectal thermometer and maintained within the normal range using a heating pad. After placing animals within the aperture of the PET scanner ECG electrodes (3 M, St. Paul, MN, USA) were placed on both forepaws and the left hind paw and ECG was recorded using a dedicated physiological monitoring system (BioVet; Spin Systems Pty Ltd, Brisbane, Australia) (Todica et al., 2018). The PET emission acquisition (list-mode) was initiated 30 min after [^18^F]-FDG injection and lasted 15 min (Brunner et al., 2012; Gross et al., 2016). For scatter and attenuation correction and additional 7-min long transmission scan was performed using a Co-57 source.

The accuracy of the ECG trigger signal was verified retrospectively using in-house software programmed in MATLAB (The Mathworks, Natick, USA) and in C programming language and erroneous trigger events were removed when needed, as previously described (Böning et al., 2013). Further processing of the data was performed using the Inveon Acquisition Workplace (Siemens Medical Solutions, Knoxville, TN). As previously described, data were reconstructed as a static image or as a cardiac gated image with 16 bins in a 128 × 128 matrix with a zoom of 211% using an OSEM 3D algorithm with 4 and a MAP 3D algorithm with 32 iterations (Brunner et al., 2012). The reconstructed data were normalized, corrected for randoms, dead time, and decay as well as attenuation and scatter.

PET images were analyzed using the Inveon Research Workplace in a blinded manner (Siemens Medical Solutions, Knoxville, TN). Infarct sizes were determined from static reconstructed images using QPS (Cedars-Sinai, Los Angeles, CA, USA). Hereby, datasets were compared to a normative database and the viability defect was calculated as percentage of the left ventricular volume, as described previously (Lehner et al., 2014a; Lehner et al., 2014b). Left ventricular function volumes (end-diastolic volume (EDV), end-systolic volume (ESV), and stroke volume (SV)), as well as the LVEF, were determined from ECG-gated images using QGS (Cedars-Sinai, Los Angeles, CA, USA), as described previously (Brunner et al., 2012; Croteau et al., 2003).

### Statistical analysis

Student’s *t*-test or Fisher’s Fisher's Least Significant Difference (LSD) test was used (Prism GraphPad). Welch’s correction for unequal variances was used when applicable. A p-value of <0.05 was considered significant. The Shapiro–Wilk test was used to test normality. Data are presented as mean ± standard deviation.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE263544, GSE263545. The following datasets were generated: JoppichM WeinbergerT SchulzC 2024Resident and recruited macrophages differentially contribute to cardiac healing after myocardial ischemia [bulk RNA-seq]NCBI Gene Expression OmnibusGSE26354410.7554/eLife.89377PMC1111121938775664 JoppichM WeinbergerT SchulzC 2024Resident and recruited macrophages differentially contribute to cardiac healing after myocardial ischemia [scRNA-seq]NCBI Gene Expression OmnibusGSE26354510.7554/eLife.89377PMC1111121938775664

## Additional files

Supplementary file 1. Antibody list.

MDAR checklist

# Supplementary material for: Resident and recruited macrophages differentially contribute to cardiac healing after myocardial ischemia
**Source:** eLife. 2024 May 22;12:RP89377. doi: 10.7554/eLife.89377
**Supplement:** Supplementary file 1.

| Antibody | Dilution | Clone | Fluorescence | Company | Catalog number |
| --- | --- | --- | --- | --- | --- |
| Flow Cytometry | | | | | |
| CD115 | 1:100 | AFS98 | BV421 | Biolegend | 135513 |
| CD115 | 1:100 | AFS98 | APC | Biolegend | 135509 |
| CD11b | 1:100 | M1/70 | PE-Cy7 | BD Biosciences | 552850 |
| CD11b | 1:100 |  | APC-Cy7 |  |  |
| CD11c | 1:100 | \| N418 \| \| --- \| | PE | Biolegend | 117308 |
| CD11c | 1:100 |  | Fitc |  |  |
| CD16/CD32 (FcγRIII/FcγRII) | 1:100 | 2.4G2 | uncoupled | BD Biosciences | 553142 |
| CD19 | 1:200 |  |  |  |  |
| CD64 | 1:100 | X54-5/7.1 | APC | Biolegend | 139306 |
| CD45 | 1:100 |  | BUV395 |  |  |
| CD45 | 1:100 | 30-F11 | PerCP | Biolegend | 103130 |
| CD45.1 | 1:100 | A20 | Fitc | BD Biosciences | 110706 |
| CD45.2 | 1:100 | 104 | APC-Cy7 | BD Biosciences | 560694 |
| F4/80 | 1:100 | BM8 | BV421 | Biolegend | 123131 |
| Gr-1 | 1:100 | RB6-8C5 | bio | eBio | 13-5931-82 |
| Gr-1 | 1:100 |  |  |  |  |
| Ly6G | 1:100 | 1A8 | BV605 | Biolegend | 127639 |
| NK1.1 | 1:100 | PK136 | PE | Biolegend | 108708 |
| NK1.1 | 1:100 |  | Fitc |  |  |
| TCR-ß | 1:100 | 1B3.3 | PE | Biolegend | 109208 |
| TCR-ß | 1:100 |  | Fitc |  |  |
| Ter119 | 1:100 | TER-119 | PE | Biolegend | 116208 |
| Ter119 | 1:100 |  | Fitc |  |  |
| I-A/I-E Antibody | 1:100 | M5/114.15.2 | PE/Cy7 | Biolegend | 107630 |
| SYTOX™ Orange | 1:1000 |  | PE | Thermofisher | S11368 |
| CD45 MicroBeads, mouse | 1:100 | 30F11.1 |  | Miltenyi Biotec | 130-052-301 |
| Immunohistology | | | | | |
| anti-GFP | 1:100 | Polyclonal, Rabbit | uncoupled | Invitrogen | A-11122 |
| CD68 | 1:200 | FA11 | uncoupled | BioRad | MCA1957 |
| Wheat Germ Agglutinin | 1:100 |  | Alexa Fluor 350 | ThermoFisher Scientific | W11263 |
| AF488 goat anti-rabbit | 1:200 | Polyclonal | Alexa Fluor 488 | Invitrogen | A-11034 |
| AF 555 goat anti rat | 1:200 | Polyclonal | Alexa Fluor 555 | Invitrogen | A-21343 |

**Supplementary File 1. Antibody list.**

# Supplementary material for: Resident and recruited macrophages differentially contribute to cardiac healing after myocardial ischemia
**Source:** eLife. 2024 May 22;12:RP89377. doi: 10.7554/eLife.89377
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | x |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods, Results |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | x |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | x |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | x |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | x |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | x |
| Microbes: provide species and strain, unique accession number if available, and source. |  | x |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **x** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | x |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | x |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods |  |
| Randomisation |  | **x** |
| Blinding | Methods |  |
| Inclusion/exclusion criteria |  | x |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. |  | x |
| Define whether data describe technical or biological replicates. | Methods, Results |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | x |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | x |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | x |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | x |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | x |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | x |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | x |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

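The authors deposited 1 table of raw counts for 55487 genes in 12 libraries, and every value was computed from those counts. The submitters' notes name HISAT2 2.2.1, Subread 2.0.1 and GRCm38.p6. Symbols and positions were taken from GENCODE M21, which named 55141 of the genes. Overlapping exons were found for 11722 genes, whose counts may hold reads of a neighbour because pairs were counted for every gene overlapped and the strand is unknown.

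R 4.3.3 with edgeR 4.0.16 was used. Genes were kept by filterByExpr with at least 10 counts in enough libraries and 15 in all, which left 18773, and libraries were scaled by TMM. A model with 1 mean per group over 12 libraries was fitted with the quasi-likelihood test, and P values were adjusted by Benjamini-Hochberg within each of 5 comparisons. The comparisons were CD45.2 with CD45.1 in the remote and in the infarct zone, infarct with remote zone in CD45.1 and in CD45.2, and the difference between the zone effects. Standard errors were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. Total counts per library were 33253340 to 63435529, with a median of 52790784. Libraries could not be paired by animal because no animal numbers are given. A block on sets of libraries was fitted after seeing the data, with sex and side of the second component as covariates. No label ties a set to an animal.

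The 30 gene lists were fixed before the data were examined. They were chosen by hand and are not gene ontology terms. Several hold genes that the paper names or labels on these samples, so their directions are not independent of its choice. Each was tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry of limma 3.58.1, with adjustment over 30 lists. Camera called 7 lists up and 9 down in the remote zone, of which 1 held with an estimated correlation. In the infarct zone it called 4 up and 8 down, of which 1 held. Between zones it called 4 and 3 in CD45.1, of which 1 held, and 10 and 3 in CD45.2, of which 0 held. For the difference of the zone effects it called 8 and 2, of which 0 held. Fry called 15, 13, 1, 8 and 4 lists in the same order. Fry asks whether the members move on balance one way and does not compare a list with other genes. The median, the mean and the direction of camera differed in sign only for lists that camera did not call, among them lymphocyte co-stimulation, calcium handling and the lysosome between populations.

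Named genes were the 41 that the paper names or labels in Fig. 6B and C, the 10 largest positive and negative log2 fold changes per comparison of populations (5 per comparison of zones) among genes past the threshold at 10 CPM or more without overlap of the 3 libraries, and the 4 members with the smallest adjusted p per list. This gave 193 genes. Where a group had 0 counts, the fold is given as at least the value over a floor of 3 counts over the group.

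To test the fits, all counts were simulated as independent libraries, from 1 mean per gene and its estimated spread, with known changes put in. Libraries that vary together in sets and the real group differences were not simulated. The simulated recovery and false calls therefore need not hold for the deposited counts. Recovery was measured only for the populations in the remote zone. There a 2-fold change was called for 49 of 100 genes and a 4-fold change for 83 of 100. In the 5 comparisons 5, 0, 0, 6 and 2 unchanged genes were called. With 1 list shifted, 1 of 30 was called.

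Alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, limma-voom with quality weights, other filters, only the 6 libraries of a comparison, scaling without muscle, stromal, red cell and mitochondrial genes, heart muscle level or 1 surrogate variable (sva 3.50.0) as a covariate, leaving out genes with overlapping exons, and leaving out each library in turn. Sex of the library, the side of the second component, both together and leaving out 4 libraries were added after seeing the data. The paper's gene ontology enrichment was not repeated, since gene ontology terms were not among the references.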

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

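The tests of donor cells, of recruited-type cells of host origin, of RNA from other heart cells or from heart muscle cells and of sequencing depth were chosen after the result each measures had been seen.

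Between zones 330 genes differed within CD45.2 macrophages, a comparison the paper does not report, mostly toward CD45.1 genes. The level of CD45.1 genes was 4.23 to 6.99% of the CD45.1 infarct level in CD45.2 remote and 24.8 to 28.2% in CD45.2 infarct libraries. These CD45.1 genes were chosen as far lower in CD45.2 remote than in CD45.1 libraries. The choice itself keeps their CD45.2 remote level low and can widen the gap to the CD45.2 infarct level. How much of the gap comes from the choice was not measured. Of 32 genes that every CD45.1 library held at over 10 times the level of every CD45.2 remote library, 30 rose in CD45.2 infarct libraries. The 2 that moved by under 5% of the CD45.1 level were Dynlt1b and Tmem181b-ps. Dynlt1b was at 2.89 to 7.97% of the CD45.1 infarct level in CD45.2 infarct and 3.84 to 8.73% in CD45.2 remote libraries. Tmem181b-ps was at 2.48 to 3.22% and 0.846 to 6.31%. Donor cells would raise these 2 as well, but 2 of 32 genes are too few to decide. Donor cells past the sort thus cannot be told apart from other causes. A share of recruited-type cells of host origin cannot be told apart either as the cause of the rise. The quartiles of the rise over genes differed 1.39-fold in the mean, beside 1.34-fold for a simulated share of 20%. They differed 2.24-fold in S107, 1.66-fold in S111 and 1.42-fold in S115, on both sides of the limit of 2. For the fall, 184 CD45.2 genes kept 55% of their remote level where such a share alone leaves 79%. The gap was 24 with an SD of 10.1 over libraries. But the genes were chosen as high in the CD45.2 remote libraries, which also set their remote level. Part of the fall can come from that choice, and how much was not measured. The gap thus cannot decide against such a share as the whole cause. Several entries are protocadherin genes that share exons and counts, such as Pcdha1 at 44.2%. Resident macrophages that take on recruited genes near the infarct were not tested and stay open as the biological explanation.

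Of 33 heart muscle genes, 20 were higher in CD45.2 in the remote and 15 in the infarct zone and 1, Xirp2, was lower in the remote zone, and camera's call was lost with an estimated correlation (adjusted p = 0.5 and 0.446). The choice of TMM over 2 other scalings is argued against as the cause, since the median log2 fold change stayed at 1.751 or more under them. Both moved few calls, with 5990 and 5994 of 6012 remote calls shared, so they say little on scaling in general. RNA of heart muscle cells held by CD45.2 macrophages could account for it, since the members varied together over the 6 CD45.2 libraries, with a median correlation of 0.576 against at most 0.414 in 1000 sets of other genes of similar level. RNA or cells of all other heart cell types alike cannot be told apart from it, as the heart muscle sum varied 2.4-fold over CD45.2 libraries, far less than the fibroblast sum at 28.5-fold but more than 1/3 of the endothelial sum at 5.21-fold. A muscle program within macrophages, the biological explanation, would also make the members vary together and stays open.

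Libraries S104 to S107, 1 of each group, stood apart on the second component. They had the lowest fibroblast, endothelial, smooth muscle, dendritic cell, red cell and MHC class II sums and the highest cell cycle sums in 4 of 4 groups. A gap of 48.5 remained without the listed genes of fibroblasts, endothelial cells, smooth muscle and red cells. RNA of these cells also holds genes outside the lists, so this cannot decide whether such RNA is the cause. Sequencing depth is argued against, since the totals of 4 of the 4 libraries lay within the range of the other 8. No biological explanation was tested, and a shared mouse or day may remain, as no label gives either.

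Dynlt1b at 21.1 CPM and Tmem181b-ps at 14.0 CPM in CD45.1 remote libraries are genes the paper does not discuss. They were the only 2 genes above 1 CPM at least 10-fold higher in every CD45.1 than in every CD45.2 library. Both lie on chromosome 17, at 6430112 to 6436296 and 6438524 to 6467022. The paralogs Dynlt1a, Dynlt1c and Dynlt1f were at 11.3, 5.22 and 15.25 CPM in CD45.1 remote and 9.12, 6.69 and 13.12 CPM in CD45.2 remote libraries. Tmem181a was at 31.43 and 18.49 CPM. A difference of genotype between donor and host was not tested.

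The zone effect differed between the populations by camera for 10 lists, as the effect in CD45.2 minus that in CD45.1, and with an estimated correlation for 0. The median differences of log2 fold change were 1.021 for monocyte genes, 0.3214 for defence against bacteria, 0.3597 for leukocyte migration, 0.5323 for hypoxia and glycolysis, 0.2012 for the lysosome, 0.7952 for lipid-associated genes, 0.331 for ribosomal proteins and 1.555 for neutrophil genes. They were -0.5909 for stress genes and -0.1464 for the type I interferon response, which turned to 0.135 without library S104 and 0.3833 without S113 and lost its call without either and without S107, S108, S110, S111 or S114. The call was also lost for the lysosome without S107, S109, S110 or S112 and for leukocyte migration without S105.

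Each comparison of 3 libraries with 3 has 10 splits, too few for a share under 0.05. As many genes as in the real split were found in 1 of 10 splits in the remote zone (6012 real, highest other 0), 1 of 10 in the infarct zone (3666, 0), 1 of 10 between zones in CD45.2 (330, 0) and 10 of 10 in CD45.1 (0, 0), where a real count of 0 leaves nothing to test. For the difference of zone effects, the real count was 0 too, which all 100 of 100 drawn groupings reach by definition, and 11 of the others called at least 1 gene. The highest, 676 genes, exchanges the zones within CD45.2 and so measures the zone effect that both populations share, which is a structure of the samples.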

How the results depend on the processing

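Sex, side of the second component, both, and leaving out the 4 libraries apart were chosen after the data were seen. Pairing by animal was not possible because no animal numbers are given, but a block on sets of libraries was fitted. The fit with sex and side is a block on 3 sets of 4 libraries, 1 per group (S104 to S107, S108 to S111 and S112 to S115), whose remote and infarct libraries deviated together within each population (correlation 0.23 to 0.698), but no label ties a set to an animal. Depth limits genes with few counts. Of the 193 named genes over all comparisons, 4272 values kept direction and side under the other alternatives, 71 became called, 266 lost the call and 5 reversed. Leaving out a library gave 4564, 32 and 156, and the added settings 1472, 92 and 18. For the lists 1467 values kept, 39 became called, 8 reversed and the rest lost the call, then 1675, 71, 7 and 47, then 551, 44, 0 and 5. Where a value moved, the cause was not tested, except that a stricter p, the 2-fold limit, overlapping exons left out, 6 libraries alone and a library left out hold fewer genes or libraries by construction. In the remote zone 6012 genes became 913 with heart muscle level as a covariate, 3502 with overlapping-exon genes left out, 3180 at 2-fold and 3386 at p under 0.01, and 4062 to 7228 with 1 library left out. In the infarct zone 3666 became 6675 by limma-voom, 395 with heart muscle level, 2131 with overlapping-exon genes left out, 5741 with sex and side, 2027 at 2-fold and 1738 at p under 0.01, and 2173 to 4356 with 1 library left out, where S109, S111, S113 and S115 moved the count down by over 1.5 times. In CD45.1 between zones 0 became 190 by DESeq2, 14 without filter, 47 with a surrogate variable, 1 with overlapping-exon genes left out, 12 with side, 59 with sex and side and 5 without the 4 libraries, and 0 to 2 with 1 left out (S104, S107). In CD45.2 between zones 330 became 1154 by DESeq2, 26 with only the 6 libraries, 674 by limma-voom, 1246 with a surrogate variable, 214 with overlapping-exon genes left out, 1121 with side, 1457 with sex and side, and 1.1e2 at p under 0.01, and 124 to 1099 with 1 left out (S106, S107, S110, S111, S113, S114, S115). For the difference of zone effects 0 became 163 by DESeq2, 30 without filter, 13 with a stricter filter, 25 by limma-voom, 32 with heart muscle level, 52 with a surrogate variable, 11 with sex, 48 with side, 94 with both and 35 without the 4 libraries, and 0 to 60 with 1 left out (S104, S106, S108). Without the 4 libraries 6615, 4097 and 398 genes passed in the remote zone, the infarct zone and between zones in CD45.2, of which 5110, 2989 and 206 had passed with all 12. Direction reversed for Hba-a1 (-2.13) and Hbb-bt (-2.21) in the remote zone with a surrogate variable, and in the infarct zone with heart muscle level for Des (-0.225), Spp1 (0.0838) and F7 (0.382). For lists, direction is that of camera and the value is the median. With heart muscle level both turned for ribosome biogenesis (0.171 remote, 0.173 infarct), ribosomal proteins (0.120 infarct) and endothelial cells (-1.0 in each zone), while for heart muscle cells (0.189, 0.131) and fibroblasts (0.230 remote) camera turned and the median shrank but stayed positive. Between zones in CD45.1, ribosomal proteins reversed without S105 (-0.168) and S112 (-0.162) over a range of -0.168 to 0.162, and camera turned for fibroblasts without S105, where the median stayed positive (0.810, range -0.267 to 1.158). For the difference of zone effects, interferon genes reversed without S104 (0.135) and S113 (0.383) over -0.6432 to 0.383, and camera turned for ribosome biogenesis without S106 and S112, where the median stayed positive (0.224 and 0.185, range -0.1245 to 0.224).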

Differences from the paper's values

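Of 12 log2 fold changes read by eye from the volcano plots, with the zones taken from the panels' own titles, all 12 lay within 1 standard error of the values found with edgeR. Under 16 settings every value did, and under 9 others at least 1 did not. The standard errors are the approximate ones derived from the F statistic of the edgeR test.

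The legend of Fig. 6 assigns panel B to the remote and panel C to the ischemic zone, while the panels' own titles assign them the other way round. With the panel titles the largest difference was 0.582 and the median 0.0503, and with the legend they were 2.16 and 0.665. Chil3 stood at -4.98 in the remote and -2.84 in the infarct zone, and the paper's value is about -5 in Fig. 6C, read by eye. Sirpb1c stood at -4.04 and -2.097, and the paper's value is about -2.1 in Fig. 6B, read by eye. Mgl2 gave the 1 value of 12 that was closer under the legend.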

Other observations

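Of 28 stress and dissociation genes, 16 were higher in CD45.2, 2 higher in CD45.1 and 10 did not pass in the remote zone, and 9 were higher in CD45.2, 2 higher in CD45.1 and 17 did not pass in the infarct zone, with 20 and 2, then 9 and 3 adjusted over the list alone. The camera test gave adjusted p = 0.000297 and 0.084, but adjusted p = 0.585 with an estimated correlation in the remote zone. Egr1, an early transcription factor gene, stood at 2.93 and 2.06, Klf2 at 3.07 and 2.48, and the small heat shock protein gene Hspb1 at 3.57 and 3.50. Of 36 cell cycle genes 3 were higher in CD45.2 in the remote and 2 in the infarct zone and 0 in CD45.1, with 3 and 0, then 2 and 0 adjusted over the list alone. Tested with camera, the list had adjusted p = 0.0166 and 0.00122, but adjusted p = 0.824 and 0.728 with an estimated correlation. Kif23, a gene of the dividing cell's midzone, stood at 2.14 and 1.83. Cell cycle sums averaged 1688 CPM in libraries S104 to S107 and 913.8 CPM in the other 8.

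Of 48 genes of ribosome biogenesis 18 were higher in CD45.1 in the remote and 9 in the infarct zone and 0 in CD45.2, with 18 and 9 adjusted over the list alone. For this list camera gave adjusted p = 1.69e-06 and 1.72e-08, but adjusted p = 0.7 and 0.689 with an estimated correlation. The ribosome assembly gene Heatr1, which shares exons with another gene, stood at -1.50 and -1.13. Of 30 calcium handling genes, 4 were higher in CD45.2, 10 higher in CD45.1 and 16 did not pass in the remote zone, and 4 were higher in CD45.2, 4 higher in CD45.1 and 22 did not pass in the infarct zone, with 7 and 10, then 5 and 6 adjusted over the list alone and camera at adjusted p = 0.489 and 0.732. P2rx7, an ATP-gated channel gene, stood at 1.04 and the calcium release channel gene Itpr1 at -2.20. Of 32 lysosome genes, 2 were higher in CD45.2, 9 higher in CD45.1 and 21 did not pass in the remote zone, and 3 were higher in CD45.2, 4 higher in CD45.1 and 25 did not pass in the infarct zone, with 2 and 9, then 3 and 4 adjusted over the list alone and camera at adjusted p = 0.0846 and 0.484. Psap, the saposin precursor gene, stood at -1.29 and Man2b1 at 0.92. Of 18 dendritic cell genes, 5 were higher in CD45.2, 3 higher in CD45.1 and 10 did not pass in the remote zone, and 4 were higher in CD45.2, 1 higher in CD45.1 and 13 did not pass in the infarct zone, with 5 and 3, then 5 and 1 adjusted over the list alone and camera at adjusted p = 0.644 and 0.426. Zbtb46 stood at 3.57 and Itgax at -1.63 in the remote zone. Of 32 genes of the type I interferon response 0 passed edgeR's test in either zone, with camera at adjusted p = 0.575 and 0.484.

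Libraries S108 to S111 expressed genes of the Y chromosome and the other 8 expressed Xist. Within 20 Mb of Ptprc, whose alleles tell donor from host, 30.7% of genes passed in the remote zone against 32.0% elsewhere (Fisher's exact test, p = 0.69), and 21.6% against 19.5% in the infarct zone (Fisher's exact test, p = 0.39). Within 20 Mb of Myb, which was deleted in the host, 62 of 188 genes passed in the remote zone against 32.0% elsewhere (Fisher's exact test, p = 0.814), and 24.5% against 19.5% in the infarct zone (Fisher's exact test, p = 0.0955).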
